# Increased COUP-TFII expression in adult hearts induces mitochondrial dysfunction resulting in heart failure

**DOI:** 10.1038/ncomms9245

**Published:** 2015-09-10

**Authors:** San-Pin Wu, Chung-Yang Kao, Leiming Wang, Chad J. Creighton, Jin Yang, Taraka R. Donti, Romain Harmancey, Hernan G. Vasquez, Brett H. Graham, Hugo J. Bellen, Heinrich Taegtmeyer, Ching-Pin Chang, Ming-Jer Tsai, Sophia Y. Tsai

## Abstract

Mitochondrial dysfunction and metabolic remodelling are pivotal in the development of cardiomyopathy. Here, we show that myocardial COUP-TFII overexpression causes heart failure in mice, suggesting a causal effect of elevated COUP-TFII levels on development of dilated cardiomyopathy. COUP-TFII represses genes critical for mitochondrial electron transport chain enzyme activity, oxidative stress detoxification and mitochondrial dynamics, resulting in increased levels of reactive oxygen species and lower rates of oxygen consumption in mitochondria. COUP-TFII also suppresses the metabolic regulator *PGC-1* network and decreases the expression of key glucose and lipid utilization genes, leading to a reduction in both glucose and oleate oxidation in the hearts. These data suggest that COUP-TFII affects mitochondrial function, impairs metabolic remodelling and has a key role in dilated cardiomyopathy. Last, *COUP-TFII* haploinsufficiency attenuates the progression of cardiac dilation and improves survival in a calcineurin transgenic mouse model, indicating that COUP-TFII may serve as a therapeutic target for the treatment of dilated cardiomyopathy.

## Abstract (web summary)

Transcription factor COUP-TFII is elevated in the hearts of non-ischaemic cardiomyopathy patients, but the nature of this correlation is unknown. Here the authors show that forced cardiac expression of COUP-TFII in mice causes dilated cardiomyopathy because of altered mitochondrial function and impaired metabolic remodelling.

Heart failure is the leading cause of death in developed countries, and dilated cardiomyopathy (DCM) is the most common form of heart failure^1^. The aetiology for the majority of non-ischaemic DCM remains unclear. Studies on human specimens and animal models suggest that impaired mitochondrial electron transport chain (ETC) reduces production of high-energy phosphates^2^,^3^,^4^, leading to energy starvation of the cells. Although the mitochondrial ETC primarily produces ATP, it also generates reactive oxygen species (ROS) as part of a normal respiration process^5^. A defective ETC has been linked to excessive production of ROS^6^, which imposes oxidative stress in failing hearts by damaging mitochondrial DNA and proteins and triggering more ROS formation^7^. In addition, mitochondrial dynamics also contribute to mitochondrial homeostasis in the hearts. Impairment of mitochondrial fusion by *Mfn1*/*Mfn2* double knockout (DKO) results in mitochondrial fragmentation, respiratory dysfunction, leading to a rapid development of DCM^8^.

Metabolic remodelling also emerges as a major player in pathogenesis of heart failure. We have proposed that metabolic remodelling precedes, initiates and sustains functional and structural remodelling^9^. The *PGC-1* regulatory network is known as the major network-modulating cardiac metabolism. This network comprises coregulators PGC-1α and PGC-1β that coactivate multiple nuclear receptors, including estrogen-related receptor (ERR)α, ERRγ and peroxisome proliferator-activated receptor (PPAR)α, to control expression of genes essential for energy and mitochondrial homeostasis^10^,^11^,^12^,^13^. Loss of key members in this regulatory network produces a range of metabolic defects, including heart failure, defective mitochondrial biogenesis and dynamics and maladaptation to cardiac stress in mice^10^,^11^,^12^,^13^.

COUP-TFII (Nr2f2), a member of the nuclear receptor family, is highly expressed in the embryonic atria^14^, whereas its expression in ventricular cardiomyocytes remains very low from embryo to adult^14^,^15^. Under pathological conditions, the expression of COUP-TFII is elevated in the stressed ventricles of non-ischaemic cardiomyopathy patients and a pressure overload mouse model^16^,^17^.

In the present study, we generated a mouse model by ectopically expressing COUP-TFII in adult cardiomyocytes to understand the role of COUP-TFII in the development of cardiomyopathy. Increased COUP-TFII levels alter expression of key mitochondrial and metabolic genes, enhance oxidative stress, disturb metabolic homeostasis and lead to DCM. On the other hand, reduced *COUP-TFII* expression partially mitigates calcineurin-induced cardiac dysfunction and improves survival of calcineurin transgenic mice. Our results reveal the causative role of COUP-TFII in the development of heart failure.

## Results

### Increased COUP-TFII expression in stressed hearts

When we reviewed available human DCM data sets, we found a significant increase in *COUP-TFII* expression levels (3.2-fold) in 13 myocardial tissues of end-stage non-ischaemic DCM^16^ (Fig. 1a). In a second cohort of patients, an average of 1.8-fold increase on *COUP-TFII* levels was also observed in the heart of 86 patients with idiopathic DCM (GSE5406)^18^. Results from these two independent cohorts of patients suggest an association between the ventricular *COUP-TFII* levels and DCM in human.

We found that in response to stress imposed by transaortic constriction (TAC), the expression of ventricular *COUP-TFII* mRNA was induced in mice (Supplementary Fig. 1a). This result is consistent with previous findings of increased COUP-TFII protein levels in this model^17^. Similarly, ventricles of *calcineurin* transgenic mice (CnTg), known to develop hypertrophy and subsequent DCM, also exhibited an elevated expression of the *COUP-TFII* gene (Supplementary Fig. 1b). In addition, COUP-TFII protein levels were increased in isolated cardiomyocytes of CnTg mice (Supplementary Fig. 1c). Together, these results implicate a strong association of increased *COUP-TFII* expression with cardiomyopathy in mice and in humans.

### COUP-TFII induces DCM

The potential link to cardiomyopathy prompted us to investigate whether increased COUP-TFII expression in mice might impact the development of contractile dysfunction. For this purpose, we crossed a previously established *COUP-TFII* overexpression allele *CAG-S-COUP-TFII* with a cre driver *Myh6-MerCreMer* (*Myh6-MCM*) line^14^,^19^ to overexpress COUP-TFII specifically in cardiomyocytes after heart development is complete, by administration of tamoxifen (Fig. 1b). Functionally, overexpressing COUP-TFII (OE, *Myh6-MCM; CAG-S-COUP-TFII*) in 2-month-old mice resulted in a greatly enlarged heart in comparison with the CTRL (*Myh6-MCM*) mice (Fig. 1c) 16 days after *COUP-TFII* transgene induction (D16). Echocardiography further revealed that OE mice exhibited characteristics of DCM, including increased left ventricular interior dimension (Fig. 1d and Supplementary Fig. 1e), reduced fractional shortening (Fig. 1e) and decreased relative wall thickness (RWT; Supplementary Fig. 1f, right panel). The progressive compromise of cardiac function resulted in increased mortality of OE mice after activation of COUP-TFII expression (Fig. 1f). Notably, day 16 OE hearts also had a 5.3-fold increase of *COUP-TFII* mRNA levels over CTRL (Supplementary Fig. 1g). By this time, the OE hearts exhibited severe dilation and contractile dysfunction analogous to end-stage DCM in human patients. The overexpressed *COUP-TFII* mRNA levels between human specimens (3.2X, Fig. 1a) and OE hearts (5.3X, Supplementary Fig. 1g) are not too far apart, suggesting that the mouse model is relevant. Most importantly, the activated *COUP-TFII* transgene increases COUP-TFII protein levels in cardiomyocytes (Supplementary Fig. 1d) to a similar extent as CnTg does (Supplementary Fig. 1c), which gives us confidence to use this model for dissecting the role of COUP-TFII in cardiomyopathy. In summary, our animal model shows that increased COUP-TFII expression in the heart is sufficient to induce DCM with a high mortality rate.

At the molecular level, OE ventricles exhibited decreased *αMHC*, increased *βMHC* and reduced *SERCA2a* gene expression (Supplementary Fig. 1h), similar to the molecular changes observed in human DCM patients and other mouse models. 

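Whole ventricles of 3 CTRL mice and 3 OE mice, all separate animals, were profiled on 6 Affymetrix whole-genome mouse arrays. Every mouse received tamoxifen at 40 mg per kg per day on 3 days, starting at 2 months of age, and hearts were taken 16 days after the first dose. CTRL mice carried Myh6-MCM, a Cre recombinase of cardiomyocytes that tamoxifen activates, and OE mice carried in addition CAG-S-COUP-TFII, from which Cre switches on COUP-TFII. The authors summarized and quantile normalized the arrays by RMA in GeneSpring GX and set each probe set relative to its median over all samples. In the deposited values the median of each probe set over the 6 arrays was 0, so they hold differences between arrays and no level of expression, and their logarithm was taken as log2. Values of a gene's probe sets were averaged, and 18193 genes were compared between OE and CTRL with limma, two-sided, with p adjusted by Benjamini and Hochberg over these genes. The gene lists, their tests and the rule for naming genes were set before the data were examined. The comparisons with other groupings of the arrays, the tests of explanations and the use of the probe set of largest variance were chosen afterwards. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.

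COUP-TFII is encoded by *Nr2f2*, for which the array has 6 probe sets. The probe set with the largest difference was at −1.75 ± 0.21 (SD, n = 3) in CTRL and 1.74 ± 0.16 (SD, n = 3) in OE on the log2 scale. This is an 11.2-fold rise (log2 3.49, SE 0.13, adjusted p = 2.6e-05 from limma over probe sets), with all 3 OE arrays above all 3 CTRL arrays. The other five had log2 differences of −0.34 to −0.13, and none of these passed the test (adjusted p from 0.075 to 0.57). Averaged over all 6 probe sets, *Nr2f2* was 1.31-fold higher in OE (log2 0.39, SE 0.12, adjusted p = 0.0466 from limma). The call on this average was lost with one-way analysis of variance (adjusted p = 0.148), with arrays centred on ribosomal protein genes (log2 0.20, adjusted p = 0.186) and on leaving out any array but CTRL 3 (adjusted p from 0.0633 to 0.135, log2 0.25 without CTRL 1). Which of the probe sets detect the transcript of the CAG-S-COUP-TFII allele is not known here, so the average need not stand for total COUP-TFII mRNA.

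**Figure D1:**
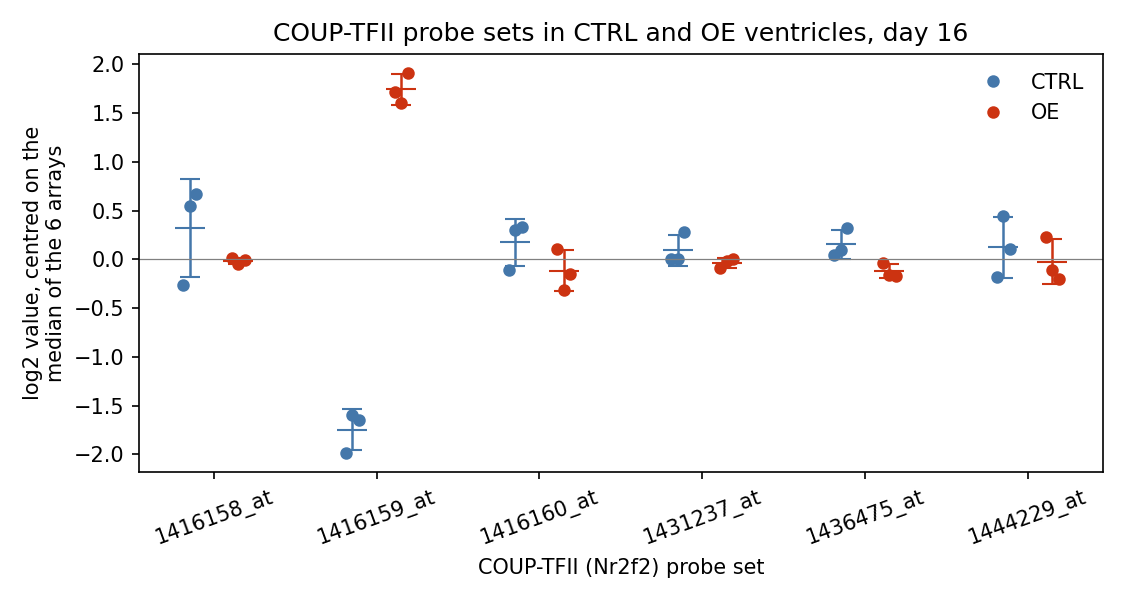
Log2 values of the 6 *Nr2f2* probe sets in each of the 3 CTRL and 3 OE arrays, relative to the median of all samples, with the mean and SD of each group. In 1 probe set the OE mean is 1.74 and the CTRL mean −1.75, and at the others the group means differ by −0.34 to −0.13.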

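In OE ventricles 2709 genes were higher and 2152 lower than in CTRL, 26.7% of those compared. The 12 largest rises held *Cnn1*, a calponin of smooth muscle (30.8-fold, log2 4.94, SE 0.21, adjusted p = 5.4e-05), the chemokine receptor gene *Cxcr6* (18.7-fold), the surface protein gene *Cd24a* (14.2-fold) and *Nmrk2*, a kinase of NAD synthesis (11.3-fold). *Comp* (12.9-fold), *Cilp* (10.3-fold), *Timp1* (9.6-fold), *Cthrc1* (log2 3.24), *Col8a2* (log2 3.00) and *Ltbp2* (log2 2.76), which encode proteins of the extracellular matrix or its inhibitor of proteolysis, were also among the 12, as were *Tnni1*, the slow skeletal troponin I of the fetal heart (log2 3.10), and the myosin light chain gene *Myl9* (log2 2.78). The largest fall was that of *Rpl3l*, a muscle-specific ribosomal protein gene (8.54-fold lower, log2 −3.09, SE 0.11, adjusted p = 4.1e-05). Next came *Gm19277* (log2 −2.98), the phospholipase gene *Pla2g5* (log2 −2.78), the carboxylesterase gene *Ces1d* (log2 −2.71), the ephrin gene *Efnb3* (log2 −2.50), and *Asb14* (log2 −2.34) and *Asb15* (log2 −2.28), which encode muscle proteins of ubiquitin ligases. *Mpped2* (log2 −2.26), *Tbc1d10c* (log2 −2.17), *Penk*, the enkephalin precursor (log2 −2.13), *Fbp2*, the muscle fructose bisphosphatase (log2 −2.09), and the methyltransferase gene *Inmt* (log2 −2.05) completed the 12 largest falls. The adjusted p of *Inmt* rose to 0.088 with one-way analysis of variance.

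By more than 1.2-fold, 2540 genes were higher and 1917 lower. One-way analysis of variance, the test that the methods name, called 1437 genes higher and 1125 lower. Of these, 1288 and 874 were past the fold limit. Of the 18193 genes, 45.6% had 3 OE arrays all above or all below the 3 CTRL arrays, where chance gives 10%. Markers of other cell types differed as well: 13 of 22 macrophage markers were higher and none was lower, and 9 of 19 endothelial markers were lower and none was higher at the same threshold. The balance of calls depended on the scale. Ribosomal protein genes were themselves higher in OE (median log2 0.208, 15 of 41 called higher and 1 lower). Centring on them therefore lowers every gene in OE, and the larger number of lower calls follows from this. Which scale is right was not tested. With arrays centred on the 41 of 74 ribosomal protein genes measured here, the median of all genes moved from −0.03 to −0.22, and 1438 genes were higher and 8174 lower, among them 9 macrophage markers higher, 1 lower and 14 endothelial markers lower. Genes lower numbered 1400 without CTRL 1, 1243 without OE 1 and 1402 without OE 3.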

To gain insights on COUP-TFII’s effect in hearts, we identified the molecular profile of day 16 OE hearts through microarray analysis using ventricular compartments. 

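Genes that a failing heart switches on were higher in OE ventricles, and several genes of the contractile apparatus moved in opposite directions. *Myh6*, the α-myosin heavy chain of adult mouse ventricle, was 2.47-fold lower (SE 0.08 on the log2 scale, adjusted p = 0.000143 from limma), and *Myh7*, the β-myosin heavy chain of the fetal ventricle, was 2.27-fold higher (SE 0.10, adjusted p = 0.000447). *Atp2a2*, which encodes the calcium pump SERCA2a, was 1.93-fold lower (SE 0.09, adjusted p = 6.0e-04). Other genes linked to dilated cardiomyopathy that rose included the adenylyl cyclase gene *Adcy7* (log2 1.55) and the growth factor genes *Tgfb2* (log2 1.25), *Tgfb3* (log2 1.13) and *Igf1* (log2 1.10). *Tgfb1*, of the same family as *Tgfb2* and *Tgfb3*, was lower (log2 −0.25, adjusted p = 0.041).

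Of 86 measured genes of a dilated cardiomyopathy list written after the Kyoto Encyclopedia category, 17 were higher and 20 lower (20 higher and 23 lower when adjusted over the list alone, and 11 higher and 43 lower with arrays centred on ribosomal protein genes). Genes called and changed by more than 1.2-fold were more frequent in the list than outside it (odds ratio 2.12, p = 0.00094, adjusted p = 0.0038, two-sided Fisher's exact test). Of 17 genes of the cardiac stress and fetal gene program, 11 were higher and 3 lower, also when adjusted over the list alone, with a median log2 change of 1.10 (adjusted p = 0.00075 from camera, adjusted p = 0.25 with an estimated correlation). Beside *Tnni1* and *Nmrk2*, *Uchl1*, a ubiquitin hydrolase, was higher (log2 2.15, adjusted p = 0.000447), and so were the natriuretic peptide genes *Nppa* (log2 1.29, adjusted p = 0.000604) and *Nppb* (log2 1.11, adjusted p = 0.0308). *Myh7b*, a further myosin heavy chain gene, was lower (log2 −1.68, adjusted p = 0.000817). Of 18 fibroblast markers, 9 were higher and 4 lower in the same arrays.

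The enrichment p of Fisher's exact test was 0.233 with arrays centred on ribosomal protein genes and 0.0175 with one-way analysis of variance. Leaving out 1 array gave 0.000127 to 0.00961. The calls on *Tgfb2* (adjusted p = 0.0752) and *Nppb* were lost with one-way analysis of variance. That on *Nppb* was also lost without CTRL 2 or any single OE array, and its log2 change was 0.71 without CTRL 3. With the probe set of largest variance per gene, a choice made after seeing the data, the log2 change was −2.17 for *Myh6* and −1.66 for *Atp2a2*.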

Unbiased Gene Ontology analysis of the OE profile showed significant enrichment in the category of ‘DCM’ in the Kyoto Encyclopedia of Genes and Genomes (*P*=2.2 × 10^−4^), further supporting the pivotal role of COUP-TFII in DCM. Moreover, using the OE profile as a transcriptomic signature of COUP-TFII activities, we found that the COUP-TFII signature is considerably higher in the DCM patients than the CTRL group (Fig. 1g). This finding suggests a stronger presence of COUP-TFII activities in DCM hearts as a result of higher levels of COUP-TFII expression (Fig. 1a). Collectively, our data reveal that the COUP-TFII signalling also exists in the human hearts and is positively correlated with a pathological profile of DCM.

Mechanistically, the Ingenuity Pathway analysis reveals ‘mitochondrial dysfunction’, ‘fatty acid β-oxidation’ and ‘glycolysis’ as the most prominent pathways affected by COUP-TFII overexpression in cardiomyocytes (Fig. 1h). This result suggests that COUP-TFII alters cardiac energy homeostasis via modulating expression of genes important for energy production, fuel utilization and mitochondrial function.

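Genes of fatty acid uptake and oxidation were lower in OE ventricles, while genes of glycolysis moved both ways. Of 36 measured genes of the fatty acid list, 23 were lower and 2 higher (26 and 2 when adjusted over the list alone), with a median log2 change of −0.49. Of 13 measured genes of the TCA cycle, which oxidizes acetyl-CoA, 8 were lower and none was higher, also when adjusted over the list alone, with a median of −0.34. They included *Ogdh* (log2 −1.11, SE 0.11, adjusted p = 0.000313 from limma), *Idh3a* (log2 −0.72) and *Suclg1* (log2 −0.60), while *Sucla2* (log2 0.01) and *Mdh2* (log2 −0.11) did not pass the test. With arrays centred on ribosomal protein genes *Mdh2* was called lower (log2 −0.30, adjusted p = 0.00925). Of 18 genes of glycolysis and glucose uptake, 5 were higher and 5 lower (7 and 6 when adjusted over the list alone), with a median of 0.17, or −0.02 with arrays centred on ribosomal protein genes. These counts leave out *Gapdh*, *Eno1* and *Gpi1*, which the paper draws as higher in Fig. 2 and which were not analysed here. Among 20 markers of cardiomyocytes, which burn mostly fatty acids, 11 were lower and 4 higher in the same arrays (14 and 1 with that centring).

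Against all other genes, camera with its preset correlation placed the fatty acid list (adjusted p = 2.1e-09) and the TCA cycle list (adjusted p = 9.3e-05) lower, and did not call the glycolysis list (adjusted p = 0.32). With an estimated correlation the fatty acid list had adjusted p = 0.25, the TCA cycle list adjusted p = 0.25 and the glycolysis list adjusted p = 0.86. That setting called 0 of 61 lists, also where the estimate did not exceed the preset 0.01. It therefore cannot show that correlation between genes made the calls. By fry, which asks whether a list's genes move one way on balance, the fatty acid list had adjusted p = 0.0013, the TCA cycle list adjusted p = 0.0023 and the glycolysis list adjusted p = 0.21. Genes of the glycolysis list changed by more than 1.2-fold, in either direction, more often than other genes (odds ratio 3.86, adjusted p = 0.014, two-sided Fisher's exact test). Centring arrays on ribosomal protein genes cut the lists enriched by this test from 24 to 8. It called 4 glycolysis genes higher and 6 lower, against 1438 and 8174 of all 18193 genes, so little excess of called genes remained. Camera called 26 of 61 lists between OE and CTRL and fry 37, against 6 to 26 and 0 when the 6 arrays were parted into other groups of 3. These groups mix OE and CTRL arrays and so are no reference without a difference. From the pathways that stood out in Fig. 1h, the paper proposes that COUP-TFII shifts the energy balance of the heart through genes of energy production, fuel use and mitochondria.

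**Figure D2:**
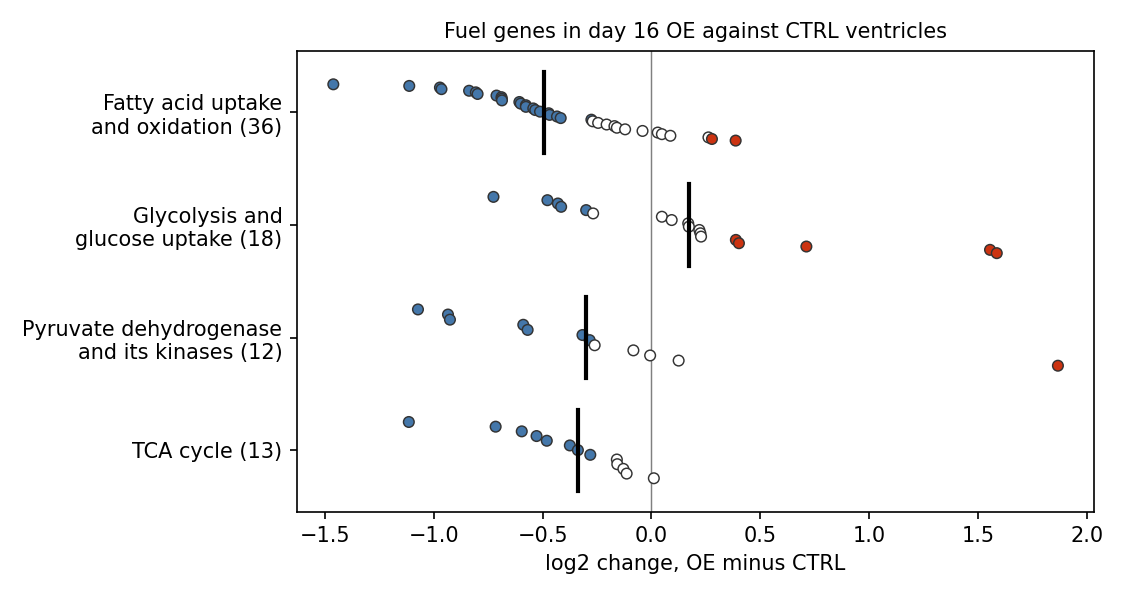
Log2 change in OE relative to CTRL of each measured gene of fatty acid uptake and oxidation, glycolysis and glucose uptake, pyruvate dehydrogenase and its kinases, and the TCA cycle, 3 arrays per group. Blue dots are genes called lower, red dots genes called higher and white dots genes not called, and the black bar is the list's median, −0.49 for the fatty acid list and 0.17 for glycolysis, where centring on ribosomal protein genes gives −0.02.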

### Impaired cardiac fuel utilization

The OE profile shows a significantly reduced expression of many genes that controls fuel utilization. 

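Along the route of fatty acids into the mitochondria, most of the named genes were lower in OE ventricles. *Acaa2*, the thiolase of the last step of β-oxidation (log2 −1.46, SE 0.08, adjusted p = 9.8e-05 from limma), and *Acadvl*, the very-long-chain acyl-CoA dehydrogenase (2.16-fold lower, adjusted p = 0.000103), fell most. The dehydrogenase genes *Acads* (1.96-fold lower) and *Acadm* (log2 −0.53), the carnitine palmitoyltransferase gene *Cpt2* (log2 −0.61), the transporter genes *Slc27a1* (log2 −0.96), *Cd36* (log2 −0.43) and *Fabp3* (log2 −0.47), and *Mlycd*, which degrades malonyl-CoA (1.74-fold lower), were lower too. *Acadl*, the long-chain dehydrogenase, had a log2 difference of −0.16 and did not pass the test (adjusted p = 0.203). Against this direction, *Cpt1a* (log2 0.39, adjusted p = 0.00946) and the acyl-CoA synthetase gene *Acsl5* (log2 0.28, adjusted p = 0.0155) were higher. *Cpt1b* and *Acsl1*, which the paper draws as lower on day 16 in Fig. 2a, were not analysed here.

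Of the glucose transporters, *Slc2a4*, the insulin-responsive GLUT4, was lower (log2 −0.73, SE 0.12, adjusted p = 0.00422) and *Slc2a1*, the fetal GLUT1, was 2.94-fold higher (SE 0.19, adjusted p = 0.00126). Hexokinase *Hk2* (log2 −0.48), the muscle phosphofructokinase *Pfkm* (log2 −0.30) and the lactate dehydrogenase *Ldhb* (log2 −0.43) were lower, while the platelet phosphofructokinase *Pfkp* (log2 1.59), *Pgam1* (log2 0.71), *Pgk1* (log2 0.40) and *Tpi1* (log2 0.39) were higher. *Aldoa* had a log2 difference of 0.17 and did not pass the test (adjusted p = 0.0827). It was called higher with one-way analysis of variance (adjusted p = 0.0323) and with its probe set of largest variance (log2 0.32, adjusted p = 0.0231).

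Pyruvate dehydrogenase joins glycolysis to the TCA cycle and is held back by kinases. Of 12 measured genes of the complex and its regulators, 7 were lower and 1 higher, also when adjusted over the list alone (adjusted p = 0.014 from camera, adjusted p = 0.25 with an estimated correlation). The kinase genes *Pdk4* (2.1-fold lower, adjusted p = 0.00623) and *Pdk2* (1.9-fold lower, adjusted p = 0.000509) and the phosphatase gene *Pdp2* (log2 −0.94) fell, and the kinase gene *Pdk3* was 3.65-fold higher (adjusted p = 0.000481). *Pdk1* (log2 0.13, adjusted p = 0.44, but log2 0.63, adjusted p = 0.0124 with its probe set of largest variance) and the pyruvate carrier gene *Mpc1* (log2 −0.01, adjusted p = 0.96) did not pass the test.

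Calls were lost with one-way analysis of variance for *Fabp3*, *Pgam1* and *Pdk4* (adjusted p from 0.0665 to 0.0946), with centring on ribosomal protein genes for *Cpt1a* (also without probe sets ending in _x_at or _s_at), *Acsl5* and *Pgk1*, where *Acadl* was called lower, and on leaving out CTRL 1 for *Pgam1*, CTRL 2 for *Pfkm*, OE 1 for *Acsl5* and OE 2 or OE 3 for *Pfkm*. Centring also ended the camera call on the pyruvate dehydrogenase list (adjusted p = 0.11), and the log2 change was −0.94 for *Cpt2* without those probe sets and −0.84 for *Cd36* with its probe set of largest variance.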

Quantitative reverse transcription–PCR (qRT–PCR) analysis revealed that genes for uptake, binding, trafficking into the mitochondria and oxidation of fatty acids all exhibited a reduced expression in OE hearts as early as day 4 (Fig. 2a). These findings suggest that fatty acid utilization may be limited in the OE hearts. Indeed, the OE hearts exhibited a lower oleate oxidation rate *ex vivo* (Fig. 2b), as predicted by the molecular profile of the OE hearts.

A comprehensive analysis of the genes implicated in glucose usage of OE hearts showed decreased mRNA levels of *Glut4*, *Hk2* and *Pfkm* (Fig. 2a) genes required for glucose uptake, phosphorylation and subsequent glycolysis, respectively. These findings suggest that OE hearts are also defective in glucose utilization. This was corroborated by the reduced glucose oxidation rates in *ex vivo* OE hearts (Fig. 2c). Interestingly, we also observed an increase in the expression of a subset of genes in the glycolytic pathways (Fig. 2a). However, these changes, which may be a compensatory effect, were not able to offset the impairment in glucose utilization. The reduced fatty acid and glucose oxidation rates are accompanied with decreased oxygen consumption rate (OCR) in the OE hearts (Fig. 2d), suggesting a defect in oxidative phosphorylation for energy production.

The *PGC-1* network is critical in regulating genes essential for cardiac metabolism^10^,^13^. Because the expression of *PGC-1α* is upregulated in the adipose tissue of *COUP-TFII* heterozygous mutant mice^20^, it is likely that *PGC-1α* expression is also altered when COUP-TFII is overexpressed in the hearts. Indeed, *PGC-1α* expression was reduced when COUP-TFII is overexpressed (Fig. 2a). Moreover, levels of other members of the *PGC-1* network, including *PGC-1β*, *ERRα*, *ERRγ* and *PPARα* are all reduced in cardiac tissues in the OE hearts (Fig. 2a). 

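Coactivators and receptors that drive oxidative metabolism were lower in OE ventricles, and so were most targets of PPARα. *Ppargc1b*, which encodes PGC-1β, was 2.8-fold lower (SE 0.21 on the log2 scale, adjusted p = 0.00226 from limma), and *Ppargc1a*, which encodes PGC-1α, was 2.22-fold lower (SE 0.33, adjusted p = 0.0383). *Perm1*, a muscle cofactor induced by PGC-1 (log2 −1.13), the retinoid receptor gene *Rxrg* (log2 −0.80), *Ppara* (log2 −0.71, adjusted p = 0.0242) and *Esrrg*, which encodes ERRγ (log2 −0.54, adjusted p = 0.0125), were also lower. *Esrra*, which encodes ERRα, had a log2 difference of −0.04 (SE 0.08, adjusted p = 0.759), and *Tfb1m*, a mitochondrial transcription factor gene, one of 0.00 (adjusted p = 0.98). Among PPARα targets, the lipid droplet gene *Plin5* was 4.07-fold lower (adjusted p = 5.4e-05), the uncoupling protein gene *Ucp3* 2.97-fold lower (adjusted p = 0.000976) and the thioesterase gene *Acot1* lower by log2 −1.18 (adjusted p = 0.0321), while *Angptl4*, an inhibitor of lipoprotein lipase, was higher (log2 1.01, adjusted p = 0.00452).

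Of 15 measured genes of the PGC-1 network, 9 were lower and none was higher (10 and none when adjusted over the list alone), and of 24 PPARα targets, 18 were lower and 2 higher (19 and 2 when adjusted over the list alone). Camera placed the PGC-1 network (adjusted p = 0.00054, adjusted p = 0.25 with an estimated correlation) and the PPARα targets (adjusted p = 1.4e-06, adjusted p = 0.25 with an estimated correlation) lower than other genes. At an unadjusted p under 0.01 and a change above 1.4-fold, thresholds read from the legend of Supplementary Fig. 2, where it is not certain that the p applies to single genes, the COUP-TFII signature held 1256 induced and 696 repressed genes. The repressed part held 6 genes of the PGC-1 network and the induced part 0 (adjusted p = 0.00012 for repression, two-sided Fisher's exact test). For PPARα targets these numbers were 12 and 1 (adjusted p = 4.8e-10, Fisher's exact test), and for fatty acid uptake and oxidation 18 and 0 (adjusted p = 7.2e-15, Fisher's exact test). The PPARα and fatty acid lists share genes, among them *Acaa2* and *Cpt1a*, so their results are not independent of each other. The median of the cardiomyocyte markers was −0.35 in the same arrays. The signatures of other studies were not used here.

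*Ppargc1a* kept its call on leaving out an array only without CTRL 3 and lost it with one-way analysis of variance (adjusted p = 0.167), as did *Ppara* (0.125), *Esrrg* (0.0754), *Acot1* (0.153) and *Angptl4* (0.056). The call was also lost for *Ppara* without CTRL 2 or OE 2, for *Acot1* on leaving out any array but OE 3, and for *Angptl4* without probe sets ending in _x_at or _s_at (log2 0.28, adjusted p = 0.132).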

The notion that COUP-TFII suppresses the *PGC-1* network is supported by the inverse relationship of *COUP-TFII* and *PGC-1α/β*^11^, *ERRα*^21^ and *PPARα*^22^ signatures (Supplementary Fig. 2). These results indicate that COUP-TFII is a major metabolic regulator that is central to control cardiac fuel metabolism.

Because *PGC-1α* is a direct downstream target of COUP-TFII in adipocytes^20^, it is likely that the same regulatory mechanism also operates in the heart. Using chromatin immunoprecipitation (ChIP)-quantitative PCR (qPCR) assays, we found that COUP-TFII indeed binds to a previously identified intronic COUP-TFII-binding site in adipocytes (Fig. 2e)^20^. This result confirms that *PGC-1α* is likely a direct target of COUP-TFII in the heart and that the mechanism of action by which COUP-TFII regulates *PGC-1α* is conserved among various cell types. In addition to *PGC-1α*, COUP-TFII also directly binds to *ERRα*, *ERRγ* and *PPARα* genes in ChIP assays (Fig. 2e). Collectively, our results indicate a direct regulatory role of COUP-TFII for these master metabolic regulators.

### Development of mitochondrial dysfunction

We next examine whether mitochondria are dysfunctional in the OE hearts, based on downregulation of the expression of many genes that encode components in complexes I, II, III and IV of the mitochondrial ETC (Fig. 3a). 

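Components of the electron transport chain were lower in OE ventricles in part, with the lowest median log2 change (−0.45) in complex II, succinate dehydrogenase. All 4 of its genes were lower, *Sdha* (log2 −0.71, SE 0.13, adjusted p = 0.00658 from limma), *Sdhd* (log2 −0.58, adjusted p = 0.00119), *Sdhb* (log2 −0.32, adjusted p = 0.0159) and *Sdhc* (log2 −0.28, adjusted p = 0.0351). Of 33 genes of complex I, which takes electrons from NADH, 12 were lower and none was higher (15 and none when adjusted over the list alone), among them *Ndufa8* (log2 −0.73), *Ndufs1* (log2 −0.52), *Ndufs7* (log2 −0.48) and *Ndufab1* (log2 −0.46). The other complex I genes that the paper names were lower by less, *Ndufa6* (log2 −0.34), *Ndufv1* (log2 −0.32), *Ndufb5* (log2 −0.32), *Ndufv3* (log2 −0.31), *Ndufs4* (log2 −0.30, adjusted p = 0.0287) and *Ndufb9* (log2 −0.23, adjusted p = 0.0327). Of 9 genes of complex III, 3 were lower and none was higher (4 and none when adjusted over the list alone): *Uqcrc1* (log2 −0.63), *Uqcrfs1* (log2 −0.36) and *Cyc1* (log2 −0.36). Of 13 genes of complex IV, the cytochrome oxidase, 3 were lower, *Cox8b* (1.78-fold lower, SE 0.07, adjusted p = 0.00045), *Cox6a2* (log2 −0.60) and *Cox7a1* (log2 −0.44), and 1 was higher, *Cox6a1* (log2 0.29), also when adjusted over the list alone.

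Assembly factors went both ways, though mostly down with arrays centred on ribosomal protein genes. For complex I, 3 of 14 were lower and 3 higher (3 and 4 when adjusted over the list alone), with *Ndufaf4* down (2.21-fold lower, SE 0.11, adjusted p = 0.000587) and *Lyrm2* (log2 0.58) and *Ndufaf2* (log2 0.49) up. For complex IV, 3 of 16 were lower and 3 higher (4 and 4 when adjusted over the list alone), with *Cox10* (log2 −0.66) and *Cox18* (log2 −0.39) down and *Cox19* (log2 0.70) and *Cox17* (log2 0.25, adjusted p = 0.0392) up. *Cox15* (log2 −0.24, adjusted p = 0.0501) and *Cox7a2l* (log2 0.20, adjusted p = 0.0552) did not pass the test. Of 16 ATP synthase genes, 3 were lower and 1 higher (2 and 1 when adjusted over the list alone). With that centring, the numbers lower and higher were 23 and 0 for complex I, 4 and 0 for complex II, 7 and 0 for complex III, 8 and 0 for complex IV, and 14 and 0 for ATP synthase. They were 5 and 2 for the assembly factors of complex I and 7 and 1 for those of complex IV.

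Of the 25 measured genes drawn as lower in Fig. 3a, 24 were lower (25 when adjusted over the list alone). The legend gives them as affected genes of day 16 hearts and does not say whether these arrays were used. If they were, the count is not independent evidence of the list's direction. Against other genes, camera placed complex I (adjusted p = 0.0024, adjusted p = 0.31 with an estimated correlation) and complex II (adjusted p = 0.0063, adjusted p = 0.29 with an estimated correlation) lower. It did not call complex III (adjusted p = 0.06), complex IV (adjusted p = 0.33), ATP synthase (adjusted p = 0.099) or the assembly factors (adjusted p = 0.91 for complex I). By fry the genes of each complex moved down on balance (adjusted p from 0.0023 to 0.0067). Of 20 cardiomyocyte markers, 11 were lower in the same arrays, among them *Ckm*, the muscle creatine kinase (log2 −0.78), and 4 were higher.

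Calls were lost with one-way analysis of variance for *Sdha*, *Ndufs4*, *Ndufab1*, *Cox6a2*, *Sdhc*, *Cox17* and *Ndufaf2* (adjusted p from 0.0601 to 0.0811), and for *Sdha* also with the probe set of largest variance. They were lost on leaving out any array for *Ndufb9*, CTRL 1, CTRL 3, OE 1 or OE 3 for *Ndufs4*, CTRL 1 for *Ndufv3*, OE 2 or OE 3 for *Sdhb*, CTRL 1, CTRL 2, OE 1 or OE 3 for *Sdhc* and any array but OE 2 for *Cox17*. Centring on ribosomal protein genes, which lowers all values in OE, ended the calls on *Cox6a1* and *Cox17* and called *Cox15* lower, as did its probe set of largest variance. Without probe sets ending in _x_at or _s_at *Sdhc* had log2 −0.12 (adjusted p = 0.299), *Cox17* lost its call (adjusted p = 0.932) and *Cox7a2l* was called higher, as it was with one-way analysis of variance, centring on the array median and the probe set of largest variance. *Ndufs4* had log2 −0.95 and *Ndufb9* −0.47 with the probe set of largest variance.

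**Figure D3:**
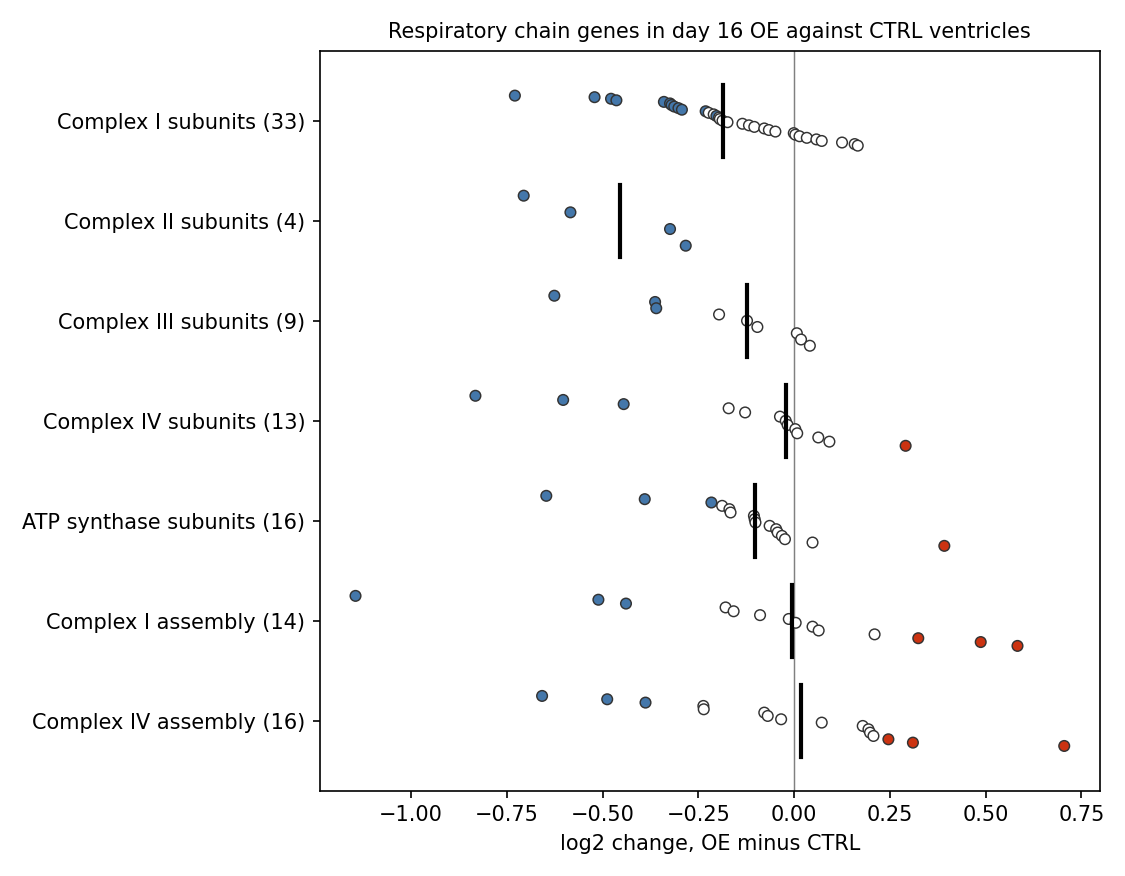
Log2 change in OE relative to CTRL of each measured gene of complexes I to IV, of ATP synthase and of the assembly factors of complexes I and IV, 3 arrays per group. Blue dots are genes called lower, red dots genes called higher and white dots genes not called, and the black bar is the list's median. The medians are −0.19 for complex I, −0.45 for complex II, −0.12 for complex III, −0.02 for complex IV and −0.10 for ATP synthase.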

Transcript analysis further confirmed suppression of ETC gene expression 9 days post induction of COUP-TFII expression when the OE hearts are at the early phase of heart failure (Supplementary Fig. 3a). The effect of altered ETC gene expression is manifested in the reduction of enzyme activities of complexes I, II, III and IV in isolated mitochondria of OE ventricles (Fig. 3b). This defect on ETC enzyme complexes may generate excessive production of ROS and increase oxidative stress. In addition, decreased expression of mitochondrial ROS scavenger gene *Sod2* in the OE hearts (Fig. 3a and Supplementary Fig. 3a) may reduce the ROS detoxifying capacity and contribute to an increase in ROS levels. 

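*Sod2*, the superoxide dismutase of the mitochondrial matrix, was 1.65-fold lower in OE ventricles (log2 −0.72, SE 0.08, adjusted p = 0.000954 from limma). It was at 0.34 ± 0.04 (SD, n = 3) in CTRL and −0.39 ± 0.12 (SD, n = 3) in OE on the log2 scale, and all 4 of its probe sets were lower, by log2 −0.36 to −1.22. The mitochondrial peroxiredoxin gene *Prdx3* (log2 −0.45, adjusted p = 0.00521), the glutaredoxin gene *Glrx5* (log2 −0.32, adjusted p = 0.013), the transhydrogenase gene *Nnt* (log2 −0.42, adjusted p = 0.0066) and *Idh2*, a source of mitochondrial NADPH (log2 −0.53, adjusted p = 0.0178), were lower as well. *Gpx1*, the glutathione peroxidase of cytosol and mitochondria, was 2.15-fold higher (SE 0.10 on the log2 scale, adjusted p = 0.000416).

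Of 13 measured genes of mitochondrial antioxidants, 5 were lower and 1 higher (6 and 2 when adjusted over the list alone). The median of the list was 0.04 and its mean −0.05, and with arrays centred on ribosomal protein genes the median was −0.14. Camera did not call it (adjusted p = 0.64), and fry gave a fall on balance (adjusted p = 0.036). The call on *Idh2* was lost with one-way analysis of variance (adjusted p = 0.0934) and without OE 2 or OE 3. With the probe set of largest variance the log2 change was −1.22 for *Sod2* and −0.83 for *Nnt*. The cardiomyocyte gene *Ldb3*, of the sarcomere's Z-disc, was also lower (log2 −0.89, adjusted p = 0.00038). It was 1 of 11 cardiomyocyte markers called lower, while 4 of the 20 were higher.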

In line with this gene expression profile, higher levels of oxidized proteins were observed in mitochondria of day 9 OE hearts in the Oxyblot assay (Fig. 3c). As a result, mitochondrial protein function is compromised in the OE hearts, as reflected in the reduction of mitochondrial aconitase activity, which is highly sensitive to oxidative stress (Fig. 3d). Control experiments carried out in a reduced condition reveal that, without the impact of oxidation, total aconitase activities are comparable between CTRL and OE mice, suggesting excessive oxidation as the primary cause of reduction in enzyme activities. The consequence of heightened oxidative stress is manifested in a decreased mitochondrial OCR (Fig. 3e) and a lower mitochondrial ATP content (Supplementary Fig. 3b) suggesting a reduction in oxidative phosphorylation capacity and ATP production in mitochondria of the day 9 OE hearts. Notably, the number and density of mitochondria are comparable between OE and CTRL hearts, as indicated by the similar mitochondria DNA content and volume density (Supplementary Fig. 3c,d, respectively). It is not surprising that mitochondrial number and density are not altered in response to decreased *PGC-1α* and *PGC-1β* levels, because Martin *et al.* already reported similar observations in adult *PGC-1α/β* DKO hearts^11^. Perhaps the rate of mitochondria biogenesis slows down at the adult stage, rendering the effect of losing *PGC-1α/β* less pronounced as compared with the perinatal period where mitochondria rapidly propagate. Thus, our findings indicate that decreased ATP production in mitochondria because of increased oxidative stress, rather than the change of mitochondrial numbers, is one of the major contributors of the defective energy metabolism observed in the OE heart.

To confirm that the observed alterations of the mitochondrial metabolism in the heart are caused by COUP-TFII overexpression and are not secondary to heart failure, we examine the expression of COUP-TFII target genes in earlier time point before onset of heart failure. Day 4 is likely the earliest time point for induction of COUP-TFII expression subsequent to 3-day treatment of tamoxifen before the exhibition of defects in the heart function. As anticipated, echocardiogram results indeed show no significant difference in ventricular chamber size, wall thickness and ejection fraction between CTRL and OE hearts (Supplementary Fig. 3e–g), indicating that day 4 OE hearts are structurally and functionally comparable to CTRLs. Results of qRT–PCR analyses on day 4 hearts reaffirm that suppression of gene expression by COUP-TFII precedes the development of gross differences between genotypes (Fig. 3f). Moreover, we also find enhanced recruitment of COUP-TFII to the genomic loci of *Ndufs1*, *Ndufs6*, *Ndufaf4*, *Sdha* and *Sod2* genes by ChIP assays in the day 4 OE hearts (Fig. 3g), corroborating the notion that COUP-TFII is likely to directly regulate the expression of these genes. Importantly, the mitochondrial respiration rate is also lower in day 4 OE hearts than that of CTRLs (Supplementary Fig. 3h), consistent with the COUP-TFII-dependent changes of gene expression. Taken together, our data demonstrate that regulation of mitochondrial gene expression and function by COUP-TFII occurs at the time when OE hearts are structurally and functionally similar to the CTRL hearts. These findings are indicative of the facts that dysregulation of mitochondrial function in the OE mice is a result of COUP-TFII signalling rather than a secondary consequence of heart failure.

Interestingly, we found that mitochondria of day 9 OE hearts exhibit a roundish shape with reduced electron density and increased distance between cristae (Fig. 4a), suggesting an accumulation of unhealthy mitochondria. Consistent with the morphological findings, we observed a reduction in the expression of key mitochondrial dynamics genes in OE hearts, including *Pink1* for removal of damaged mitochondria and *Opa1*, *Mfn1* and *Mfn2* for fusion and regeneration of healthy mitochondria (Fig. 4b and Supplementary Fig. 4a), whereas no changes were seen in the expression of fission genes *Fis1*, *Mff* and *Dnm1l* (Supplementary Fig. 4a). Furthermore, protein levels of Pink1, Mfn1 and Mfn2 were reduced in isolated cardiomyocytes of OE hearts at the early failing stage (day 9, Supplementary Fig. 4b), indicating that COUP-TFII may directly control the expression of these genes. The reduced expression of *Pink1* and *Mfn2*, two of three major members of the mitochondrial quality control pathway^23^,^24^, in the OE hearts may disrupt the mitochondrial dynamics and contribute to the accumulation of damaged mitochondria as seen in the electron micrograph (Fig. 4a). Collectively, these findings suggest that increased COUP-TFII perturbs mitochondrial homeostasis through suppressing the expression of mitochondrial dynamics genes.

Results from ChIP-qPCR assays further reveal *in vivo* binding of COUP-TFII on genomic loci of the mitochondrial dynamics genes *Pink1*, *Opa1* and *Mfn2* of adult hearts (Fig. 4c), suggesting that these genes are direct targets of COUP-TFII. Next, we used a conserved COUP-TFII-binding site of the *Pink1* gene as an example to demonstrate direct regulation of *Pink1* by COUP-TFII through these *cis*-acting elements. This COUP-TFII-binding site is located between 93 and 105 base pairs upstream of the transcription start site, within a stretch of highly conserved nucleotides between human and mouse. This site is surrounded by open chromatin as evident by the high DNaseI sensitivity (Fig. 4d). A stretch of conserved nucleotides from this region that contain the wild-type (Pink1_WT) or mutant (Pink1_mu) COUP-TFII-binding sites was cloned in front of a TATA-promoter-driven luciferase reporter for luciferase assay in C2C12 cells. The COUP-TFII-binding site shows reduced reporter activities compared with that of the mutant site (Fig. 4e), suggesting a repressive role in the regulation of *Pink1* gene expression. Taken together, the results indicate that binding of COUP-TFII at genomic loci represses expression of mitochondrial dynamics genes.

### The COUP-TFII regulatory network in human

The pivotal role of COUP-TFII in regulation of mitochondrial and metabolic genes observed in mice, here, also occurs in human, as supported by publicly available data from patient specimens (Fig. 5). COUP-TFII activity was scored and ranked in RNA profiles of 102 human ventricles (GSE5406) based on the mouse *COUP-TFII* gene signature (Fig. 5, top panel). A higher *COUP-TFII* signature indicates a stronger COUP-TFII activity in a sample. We first observed a positive and significant correlation between COUP-TFII levels and activities in these human samples (Fig. 5). This result supports the notion that the COUP-TFII regulatory network identified in mice also operates in the human heart. In addition, there is a positive correlation between COUP-TFII activity and levels of a cardiac stress marker *Nppb* (Fig. 5), suggesting that increased COUP-TFII signalling may be associated with cardiac stress in human hearts, consistent with what we observed in multiple mouse models.

By comparing COUP-TFII activities and the expression levels of genes of interest, we found significant and inverse correlations between COUP-TFII activities and levels of many mitochondrial genes that encode ETC enzymes, including 23 complex I, 4 complex II and 6 complex III genes (Fig. 5). Moreover, levels of mitochondrial dynamics genes *MFN2, OPA1* and *PINK1* are also negatively correlated with COUP-TFII activities (Fig. 5). These findings are consistent with an essential role of COUP-TFII in suppression of mitochondrial functions and homeostasis in patients.

Similarly, inverse correlations were found between COUP-TFII activities and levels of energy metabolic genes, including fatty acid catabolic genes *FABP3, MLYCD, ACADVL, ACADM, ACADS* and *ACAA2*, glucose metabolic genes *SLC2A4,* *PFKM, LDHB* and *PDK2*, and major metabolic regulators *ERRα, ERRγ* and *PPARα* (Fig. 5). The compensatory effect of increasing expression of the glycolytic gene *ENO1* is also observed in the human heart (Fig. 5), further supporting the presence of a conserved regulatory mechanism for cardiac metabolism. In summary, expression of energy metabolism genes is suppressed when *COUP-TFII* levels are elevated in the human hearts.

### COUP-TFII reduction attenuates disease progression

The *calcineurin* transgenic mice develop DCM^25^ and expression of COUP-TFII is elevated in these mice (Supplementary Fig. 1b,c). We therefore utilized this model to test whether reducing *COUP-TFII* dosage ameliorates disease progression. The *COUP-TFII* floxed and *Myh6-MerCreMer* alleles were bred into the *CnTg* background to allow genetic removal of one copy of the *COUP-TFII* gene in cardiomyocytes in 7-week-old animals through tamoxifen-induced, cre recombinase-mediated gene excision (Fig. 6a). The majority of mice carrying the *calcineurin* transgene in a *COUP-TFII*^*flox/+*^ background (*CnTg; COUP-TFII*^*flox/+*^*, CnTg/F*^*+*^) exhibit an accelerated rate of sudden death after 12 weeks of age, when compared with mice of CTRL groups *COUP-TFII*^*flox/+*^ (*F*^*+*^) and *Myh6-MerCreMer; COUP-TFII*^*flox/+*^ (*Cre/F*^*+*^) shown in Fig. 6b. Removing one copy of the COUP-TFII gene in cardiomyocytes in the *calcineurin* transgenic background (*CnTg; Myh6-MerCreMer; COUP-TFII*^*flox/+*^*, CnTg/Cre/F*^*+*^) substantially reduces COUP-TFII protein levels (Supplementary Fig. 5a) and leads to an increase in overall survival rate when compared with the CnTg/F^+^ group over a 20-week period (Fig. 6b). This demonstrates that lowering *COUP-TFII* dosage prolongs survival under intense cardiac stress.

Echocardiography imaging before the removal of one copy of *COUP-TFII* (6 weeks old) and post-removal (12 weeks old) was performed to examine structural and functional alterations of the heart. The choice of the 12-week time point is based on previous observations that *CnTg* mice exhibited DCM by 12 weeks^25^, and that the transient cardiac effect exerted by tamoxifen diminished 1 month after treatment^26^. Mice carrying the *calcineurin* transgene already developed eccentric hypertrophy at 6 weeks, before the treatment (Supplementary Fig. 5b,c), consistent with previous findings^25^. Both *CnTg/F*^*+*^ and *CnTg/Cre/F*^*+*^ mice exhibit thicker left ventricular walls (Supplementary Fig. 5b) and increased left ventricular interior dimensions (Supplementary Fig. 5c), when compared with corresponding *F*^*+*^ and *Cre/F*^*+*^ CTRL groups, respectively. At 12 weeks of age, the *CnTg/F*^*+*^ mice develop DCM, exhibiting a greatly increased inner chamber size (Fig. 6c) and reduced RWT (Fig. 6d), compared with CTRL groups of the same age or within the group at age of 6 weeks (Fig. 6c,d and Supplementary Fig. 5c). In contrast, removal of an allele of *COUP-TFII* in *CnTg/Cre/F*^*+*^ mice partially suppresses the dilation (Fig. 6c), and they maintain RWT levels similar to that of 6-week-old mice (Fig. 6d). This result suggests that hearts of *calcineurin* transgenic mice in which one copy of *COUP-TFII* is removed are still able to compensate for stress via a hypertrophic response rather than progressing towards DCM. However, removal of just one copy of *COUP-TFII* failed to rescue the declining contractility (Supplementary Fig. 5d). Taken together, our results indicate that reducing *COUP-TFII* dosage is able to improve survival rates in stressed hearts by partially attenuating the disease progression towards DCM.

## Discussion

Hearts of DCM exhibit mitochondrial dysfunction^4^,^27^, which are proposed to increase oxidative stress, compromise high-energy phosphate production and eventually lead to contractile dysfunction^1^. Normally, oxidative phosphorylation produces ROS as a by-product, which are removed by endogenous antioxidants in healthy mitochondria. However, dysfunctional mitochondria may generate excessive ROS to trigger and augment cellular oxidative stress, and lead to pathogenesis of heart failure^6^,^28^,^29^. In the present study, we found that adult hearts with elevated COUP-TFII levels produce excessive ROS in the mitochondria. The excessive ROS inflict damages on mitochondria, as evidenced by structural abnormality, decreased activities of oxidation-sensitive aconitase and reduced OCRs, eventually leading to contractility reduction and chamber dilation. Our findings are in line with previous studies that demonstrate the key role of excessive mitochondrial ROS production in the development of cardiac dysfunction. For example, increasing ROS levels by knocking out *Sod2*, a principal ROS scavenger located in mitochondrial matrix, leads to heart failure^30^. Conversely, normalizing mitochondrial ROS levels by administering synthetic Szeto-Schiller peptide SS-31 or mitochondrial targeted catalase in hearts ameliorates stress-induced cardiac dysfunction^31^,^32^. Thus, our study links increased COUP-TFII expression, as observed in a subset of DCM patients, to excessive ROS production in adult hearts.

Functioning as a transcription factor, COUP-TFII regulates multiple genes that control mitochondrial ROS levels. COUP-TFII represses expression of many ETC genes in both direct and indirect manners, resulting in decreased activities of ETC enzyme complexes. Modifications of ETC complexes have been shown to disturb electron transportation along the ETC and divert electrons to oxygen for excess ROS production^6^,^33^,^34^. Therefore, our findings suggest that COUP-TFII-mediated ETC defects promote ROS production. At the same time, COUP-TFII overexpression also compromises the endogenous antioxidant capacity by directly repressing the *Sod2* gene. Collectively, the increased oxidative stress observed in COUP-TFII overexpression hearts is likely the result of the combined effect of increased ROS production and decreased ROS detoxification.

Mitochondrial dynamics emerge as an important mechanism in maintaining normal cardiac function by revitalizing mitochondria^35^. The phenotypic resemblance between COUP-TFII OE and *Mfn1/Mfn2* DKO mice^8^ suggests that mitochondrial fusion defects may be an important player in COUP-TFII-induced heart failure. The faster development of aberrant mitochondrial morphology in COUP-TFII OE as compared with *Mfn1/Mfn2* DKO mice (16 days versus 3 weeks, respectively) further suggests that other players may also contribute to our phenotype. The reduced expression of mitochondrial inner membrane fusion gene *Opa1* in the OE hearts could be part of the explanation, as *Opa1* deficiency confers a mitochondrial dysfunction phenotype as strong as the combined deficiency of *Mfn1* and *Mfn2* in MEF cells^36^. In addition, increased COUP-TFII may impair mitochondrial quality control that depends on the Pink1-Mfn2 pathway^24^,^37^. Previous studies show that loss of *Pink1* or *Mfn2* results in mitochondrial dysfunction, increased ROS production and cardiomyopathy^24^,^38^,^39^. Thus, the reduced levels of *Pink1* and *Mfn2* in the OE hearts might lead to pathological accumulation of damaged mitochondria that further contribute to the increase of ROS production.

Transcriptional regulation of mitochondrial ETC genes by the *PGC-1* network has been previously reported^10^,^11^,^12^,^13^ and our results place COUP-TFII upstream of this network. Importantly, we now show that COUP-TFII can directly modulate expression of key ETC genes, indicating that COUP-TFII utilizes two layers of regulating mechanisms to control the essential machinery for oxidative phosphorylation. These COUP-TFII-dependent regulatory mechanisms find further support in the analyses of human specimens, in which COUP-TFII activities inversely correlate with mRNA levels of multiple ETC genes as well as *ERRα, ERRγ* and *PPARα*, whereas failing hearts exhibit higher COUP-TFII and lower *PGC-1/ERR* activities^40^. Notably, *PGC-1α* has been shown to serve as an upstream regulator in promoting *Sod2* expression^41^, and is negatively regulated by COUP-TFII in the hearts. These findings suggest that COUP-TFII may also compromise the ROS detoxifying system through suppressing the *PGC-1α-Sod2* pathway.

Impaired cardiac energy homeostasis is a salient feature of heart failure^42^. In response to a variety of stresses, hearts switch fuel substrate preference from fatty acids to carbohydrates and its proposed mechanism is alteration of expression of cardiac metabolic genes^43^,^44^. Emerging evidence reveals that failing hearts suffer impairment in this substrate selection flexibility^1^,^45^,^46^,^47^. In our mouse model, increased COUP-TFII reduced fatty acid oxidation and reduced glucose usage. This phenotype may be attributed to repressed expression of the *PGC-1* network genes and key glucose utilization genes *Glut4, Hk2* and *Pfkm* by COUP-TFII. Collectively, our COUP-TFII OE mice exhibit a cardiac metabolic phenotype that resembles loss of flexibility of substrate selection in advanced DCM. We propose that alteration of expression of key genes for both fatty acid and glucose metabolism by COUP-TFII underlies the development of the metabolic inflexibility.

In summary, our data indicate that overexpression of COUP-TFII in hearts results in defects in ETC, accumulation of damaged mitochondria and reduced mitochondrial ROS scavenging capacity. All these defects result in the accumulation of oxidative stress and eventually lead to heart failure. Importantly, alterations of gene expression are already observed at day 4 when OE and CTRL hearts are structurally and functionally similar to each other. Therefore, the observable phenotypes are due to COUP-TFII, not secondary to heart failure.

## Methods

### Animals

Mice carried *CAG-S-COUP-TFII* allele and *COUP-TFII flox* allele were described previously^14^,^48^. The cardiomyocyte-specific, tamoxifen inducible cre driver *Myh6-MerCreMer* (*Myh6-MCM*)^19^ and *calcineurin* transgenic mice *Tg(Myh6-Ppp3ca)*^25^ were acquired from the Jackson Laboratory (Stock number 009075). All animals used here are male and are between 2 and 4 months old unless otherwise indicated. All animal experiments adhered to the Guidelines of the Institutional Animal Care and Use Committee of the Baylor College of Medicine and were conducted within the scope of approved animal protocols.

### qRT–PCR

Reverse transcription reactions were carried out using the Transcriptor First Strand cDNA Synthesis kit (Roche, 04379012001) to make cDNA according to the manufacturer’s guide. Quantitative PCR (qPCR) analysis was performed on Applied Biosystems StepOnePlus using the FastStart Universal SYBR Green Master Mix (Roche, 04913850001) or the Taqman Universal master Mix II (Invitrogen, 4440040). Each cycle of the qPCR consists of 95 °C, 15 s, for denaturing and 60 °C, 60 s, for annealing and extension with total 40 cycles performed. Primer sequences are included in Supplementary Table 1.

### Antibodies

Anti-COUP-TFII antibodies are purchased from Perseus Proteomics (H7147, 1:2,000 dilution) or from Cell Signaling (#6434, 1:1,000 dilution). The Pink1 antibody is from Abcam (ab23707, 1:1,000 dilution). The Mfn1 antibody is from Abcam (ab57602, 1:500 dilution). The Mfn2 antibody is from Abcam (ab56889, 1:500 dilution). The Hsp60 antibody is from BD Transduction (#611563, 1:5,000 dilution).

### Cell line

C2C12 (ATCC CRL-1772) are acquired from American Type Culture Collection.

### Expression array analysis

Whole ventricles were collected from 2-month-old animals comprising three *Myh6-MCM* and three *Myh6-MCM; CAG-S-COUP-TFII* mice. RNA extraction was performed using Trizol and Qiagen RNeasy according to the manufacturer’s guides. Affymetrix mouse genome 430 2.0 chips were used in this study. The BCM Genomic and RNA Profiling Core Lab performed the probe generation and subsequent microarray hybridization on Affymetrix mouse genome 430 2.0 chips. Acquired raw data were first processed by the GeneSpring GX software using RMA as the summarization algorithm, Quantile for normalization and median of all samples for baseline transformation. The resulting entity list was filtered on expression (50.0–35272.484) in raw data followed by statistical analysis using one-way analysis of variance with corrected *P* value cutoff at 0.05, asymptotic for *P* value computation and Benjamini–Hochberg for multiple testing correction. Calculated against the CTRL atria group, entities from the mutant atria and CTRL ventricles having absolute fold change greater than 1.2 were considered differentially expressed. The entity lists were subsequently annotated using Affymetrix annotation and analysed by Ingenuity Pathways Analysis (Ingenuity Systems). The NCBI accession number for the expression array study reported in this paper is GSE63759.

The publicly available human array data sets GSE1869 and GSE5406 were scored for manifestation of the mouse model-derived COUP-TFII gene signature, using published methods^49^. A gene signature score (also known as a ‘t-score’) was defined for each external profile as the two-sided *t*-statistic comparing, within the profile, the average of the COUP-TFII-induced genes with the average of the COUP-TFII-repressed genes. In this way, the *t*-score contrasted the patterns of the ‘COUP-TFII-induced’ genes against those of the ‘COUP-TFII-repressed’ genes, could be used to derive a single value denoting coordinate expression of the two gene sets. Where multiple probes in GSE5406 referred to the same gene, the probes with the highest variation was taken to represent the gene; genes were then centred to standard deviations from the median across sample profiles. Expression patterns were visualized as heat maps using Java TreeView^50^. We analysed data from non-ischaemic failing hearts primarily because of the scope of the present study. For GSE1869, we used data from 6 ‘nonfailing’ and 13 ‘Nonischemic, Pre-LVAD Patient group’ hearts for analysis. We exclude the ‘Nonischemic, No-LVAD Patient group’ because the expression profile of this group exhibits similar pattern with the nonfailing group^16^. For GSE5406, we used data from 16 ‘human nonfailing LV myocardium’ samples and 86 ‘human failing LV myocardium, Idiopathic’ specimens for analysis.

### Mitochondrial respiration assay

XF24 extracellular flux analyzer from Seahorse Biosciences was used to measure the rates of oxygen consumption. Mitochondria were isolated from appropriate tissue by homogenization in mitochondrial isolation buffer using a Dounce homogenizer (Kontes) filtered through cheesecloth, and centrifuged at 1,500 *g*, then 9,000 *g*. XF24 cartridge was equilibrated with the calibration solution overnight at 37 °C. XF assay buffer (70 mM sucrose, 220 mM mannitol, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, 0.2% BSA, 10 mM pyruvate and 5 mM malate) was prepared and pH adjusted to 7.2 on the day of the experiment. XF assay buffer was used to prepare mitochondrial assay reagents, 2.5 mM ADP, 2 μM oligomycin, 4 μM FCCP, 4 μM antimycin (final concentration). All the reagents were loaded in the ports as suggested by Seahorse Biosciences. OCRs were measured for 4 min with 30 s of mixing and expressed as pmol min^−1^.

### ETC activity assay

For enzymatic assays of respiratory chain complexes I–IV, sufficient amount of tissue or cells were collected. Potassium phosphate buffer (25 mM, pH 7.5) was added to a final volume of 300 μl and the samples were sonicated (5 s pulse x4, 60% power) using a Microson XL2000 Ultrasonic Cell Disruptor (Misonix). For experiments on isolated mitochondria, the mitochondria were also disrupted by sonication as described above. The spectrophotometric kinetic assays were performed at 30 °C in a volume of 175 μl using a monochromator microplate reader (Tecan M200). Complex I activity (NADH:ubiquinone oxidoreductase) was determined by measuring oxidation of NADH at 340 nm (using ferricyanide as the electron acceptor) in a reaction mixture of 25 mM potassium phosphate (pH 7.5), 0.2 mM NADH and 1.7 mM potassium ferricyanide. Complex II activity (succinate dehydrogenase) was determined by measuring the reduction of the artificial electron acceptor 2,6-dichlorophenol-indophenol at 600 nm in a reaction mixture of 25 mM potassium phosphate (pH 7.5), 20 mM succinate, 0.5 mM 2,6-dichlorophenol-indophenol, 10 μM rotenone, 2 μg ml^−1^ antimycin A and 2 mM potassium cyanide. Complex III activity (Ubiquinol/cytochrome *c* oxidoreductase) was determined by measuring the reduction of cytochrome *c* at 550 nm in a reaction mixture of 25 mM potassium phosphate (pH 7.5), 35 μM reduced decylubiquinone, 15 μM cytochrome *c*, 10 μM rotenone and 2 mM potassium cyanide. Complex IV activity (cytochrome *c* oxidase) was determined by measuring the oxidation of cytochrome *c* at 550 nm in a reaction mixture of 10 mM potassium phosphate (pH 7.5) and 0.1 mM reduced cytochrome *c*. Citrate synthase activity was determined by measuring the reduction of 5,5’-dithiobis(2-nitrobenzoic acid) at 412 nm, which is coupled to the reduction of acetyl-CoA by citrate synthase in the presence of oxaloacetate. The reaction mixture consists of 10 mM potassium phosphate (pH 7.5), 100 μM 5,5’-dithiobis(2-nitrobenzoic acid), 50 μM acetyl-CoA and 250 μM oxaloacetate. All activities were calculated as nmol min^−1^ per mg protein, and expressed as a percentage of control activity. Experiments were performed on six independent samples for each genotype.

### Aconitase assay

The activity of mitochondrial aconitase was measured on the basis of conversion of citrate into α-ketoglutarate coupled with NADP reduction (Sigma) and was normalized for total protein. Activity was measured in the native state and after ‘reactivation’ by incubating mitochondria in ferrous ammonium sulfate for 5 min before performing the assay.

### Echocardiogram

For transthoracic echocardiography, mice were anaesthetized using 2% isoflurane in 95% O_2_. Body temperature was maintained on a heated platform, and electrocardiogram and temperature were continuously monitored. Cardiac function was assessed using a VisualSonics VeVo 770 Imaging System (VisualSonics) equipped with high-frequency 30 MHz probe.

### Transaortic constriction

The TAC surgery was performed as described^51^ on adult CD1 mice (strain code: 022, Charles River) of 8–10 weeks of age and between 20 and 25 g of weight. Mice were anaesthetized with isoflurane (2–3%, inhalation) in an induction chamber and then intubated with a 20-G intravenous catheter and ventilated with a mouse ventilator (Minivent, Harvard Apparatus, Inc). Anaesthesia was maintained with inhaled isoflurane (1–2%). A longitudinal 5-mm incision of the skin was made with scissors at midline of sternum. The chest cavity was opened by a small incision at the level of the second intercostal space 2–3 mm from the left sternal border. While opening the chest wall, the chest retractor was gently inserted to spread the wound 4–5 mm in width. The transverse portion of the aorta was bluntly dissected with curved forceps. Then, 6-0 silk was brought underneath the transverse aorta between the left common carotid artery and the brachiocephalic trunk. One 26-G needle was placed directly above and parallel to the aorta. The loop was then tied around the aorta and needle, and secured with a second knot. The needle was immediately removed to create a lumen with a fixed stenotic diameter. The chest cavity was closed by 6-0 silk suture. Sham-operated mice underwent similar surgical procedures, including isolation of the aorta, looping of aorta, but without tying of the suture. The pressure load caused by TAC was verified by the pressure gradient across the aortic constriction measured by echocardiography. Only mice with a pressure gradient >35 mm Hg were analysed for cardiac hypertrophy, echocardiography and gene analysis.

### *Ex vivo* cardiac metabolic analyses

Mice were anaesthetized with chloral hydrate (400 mg kg^−1^) and anticoagulated with heparin (50 IU, i.v.). Hearts were rapidly excised, arrested in ice-cold Krebs–Henseleit buffer, and mounted on a Langendorff apparatus. Hearts were then perfused retrogradely at an afterload of 80 cm H_2_O with non-recirculating Krebs–Henseleit buffer containing glucose (5 mmol l^−1^), sodium oleate (0.4 mmol l^−1^) bound to bovine serum albumin (Probumin, EMD Millipore), [9,3-^3^H]oleate (0.2 μCi ml^−1^), [^U-14^C]glucose (0.1 μCi ml^−1^) and insulin (40 μU ml^−1^; Eli Lilly and Company). The Krebs–Henseleit buffer was equilibrated with 95% O_2_–5% CO^2^ and maintained at a constant temperature of 37 °C. After an initial 30 min stabilization, rates of oleate and glucose oxidation were determined by quantitative collection of [^3^H]_2_O and [^14^C]O_2_ from the coronary effluent as previously reported^52^. Myocardial oxygen consumption (MVO_2_; μmol min^−1^) was calculated by measuring the arterio-venous O_2_ content difference with an YSI 5300A biological oxygen monitor.

### ChIP assay

ChIP analysis of fresh cardiac tissues was performed according to a protocol published in the *Nature Protocols*^53^. Chromatin DNA complexes were collected from mouse ventricles. The mouse monoclonal anti-FLAG antibody M2 (Sigma F1804) was used for the ChIP assay. DNA released from the precipitation was subjected to qPCR analysis for quantification of the presence of specific loci. qPCR analysis was performed on Applied Biosystems StepOnePlus using the FastStart Universal SYBR Green Master Mix (Roche, 04913850001). Each cycle of the qPCR consists of 95 °C, 15 s, for denaturing and 60 °C, 60 s, for annealing and extension performed with total 40 cycles. Primer sequences are included in Supplementary Table 1.

### Oxyblot assay

The Oxyblot assay was perform on freshly isolated mitochondria from ventricles by using the Oxyblot protein oxidation kit from Millipore (S7150) according to the manufacturer’s guide.

### Measurement of ATP content

ATP contents of isolated mitochondria were assessed by the ATPlite kit from Perkin Elmer (6016943) according to the manufacturer’s instruction, and normalized with protein contents.

### Statistical tests

Two-tailed *t*-test is used for statistical analyses unless otherwise indicated.

## Additional information

**How to cite this article:** Wu, S.-P. *et al.* Increased COUP-TFII expression in adult hearts induces mitochondrial dysfunction resulting in heart failure. *Nat. Commun.* 6:8245 doi: 10.1038/ncomms9245 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-5 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
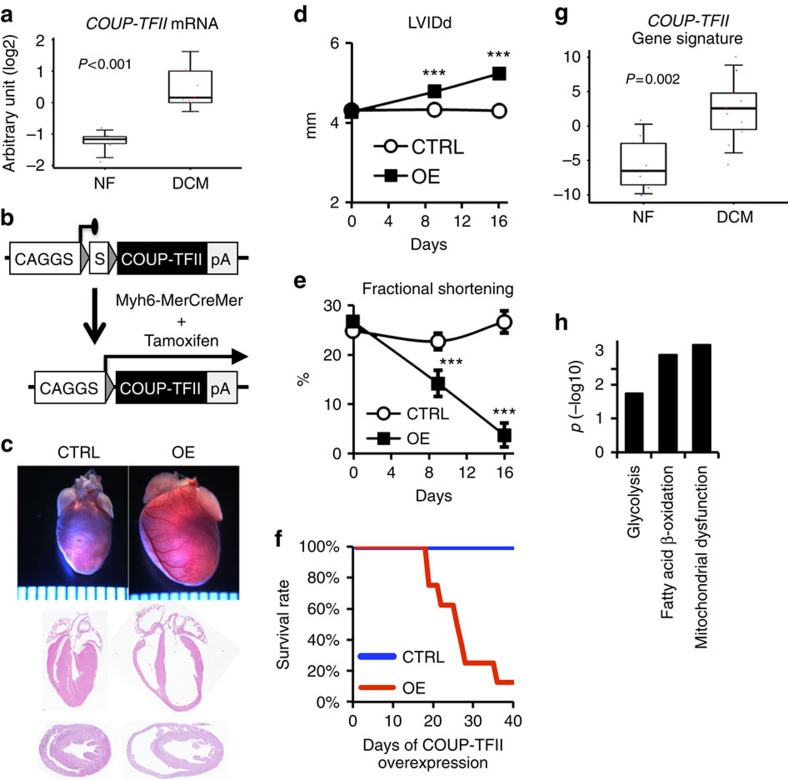
Myocardial COUP-TFII expression causes dilated cardiomyopathy (DCM). (**a**) *COUP-TFII* mRNA levels in human heart tissues of non-failing (NF, *n*=6) and idiopathic DCM (*n*=13) from GSE1869. (**b**) Strategy of inducible COUP-TFII expression in adult mouse myocardium. (**c**) Gross view of day 16 hearts. The scale of rulers underneath the whole mount images is 1 mm. (**d**,**e**) Time-coursed echocardiogram. Day 0 indicates the day before induction of COUP-TFII expression. LVIDd, left ventricular interior dimension at diastole. *N*=5 (CTRL) and 7 (OE). (**f**) Survival rate of nine CTRL and eight OE mice over time. (**g**) Manifestation of the *COUP-TFII* gene signature in human heart samples (GSE1869). *COUP-TFII* gene signature is curated from all COUP-TFII downstream targets in mouse hearts that are identified by the microarray analysis. (**h**) Major biological processes altered by COUP-TFII overexpression identified by the Ingenuity pathway analysis. ***P<0.001 (*t*-test) between CTRL and OE. Error bars denote the standard error of the mean (s.e.m.).

**Figure 2:**
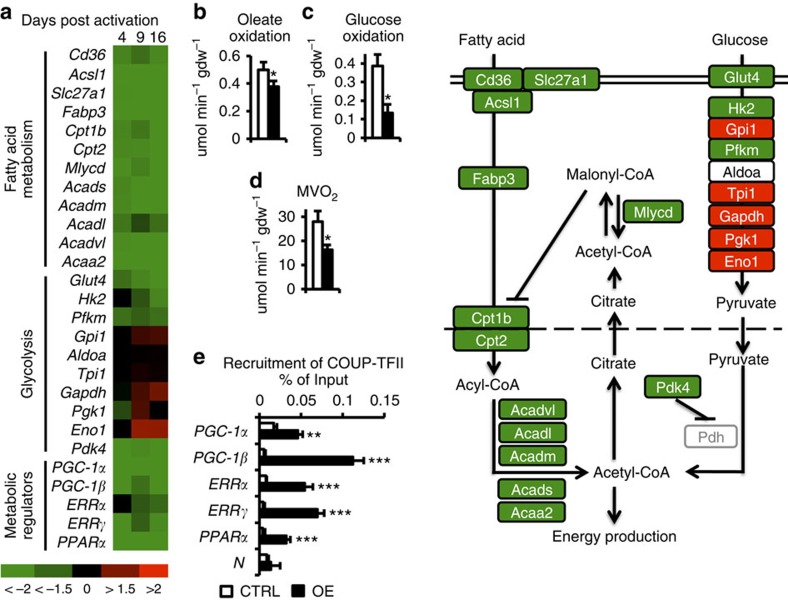
Impaired fuel utilization in COUP-TFII OE ventricles. (**a**) Relative mRNA levels by qRT–PCR in days 4, 9 and 16 ventricles. *N*=5 (CTRL) and 7 (OE). Colour-coded mRNA levels depict relative folds of OE over control hearts. (**b**–**d**) Measurement of oleate oxidation (**b**), glucose oxidation (**c**) and oxygen consumption (**d**) rates in isolated whole hearts at day 9 via Langendorff preparation. *N*=5 (CTRL) and 7 (OE). (**e**) ChIP-qPCR analysis on day 4 hearts. *N*=3 for each genotypes. Diagram on the right depicts fuel utilization genes affected by COUP-TFII OE. Green marks downregulated genes and red labels upregulated genes in response to increased COUP-TFII expression. Expression of genes with the white background is not altered by COUP-TFII. *P<0.05; **P<0.01; ***P<0.001 (*t*-test) between CTRL and OE. Error bars denote the s.e.m.

**Figure 3:**
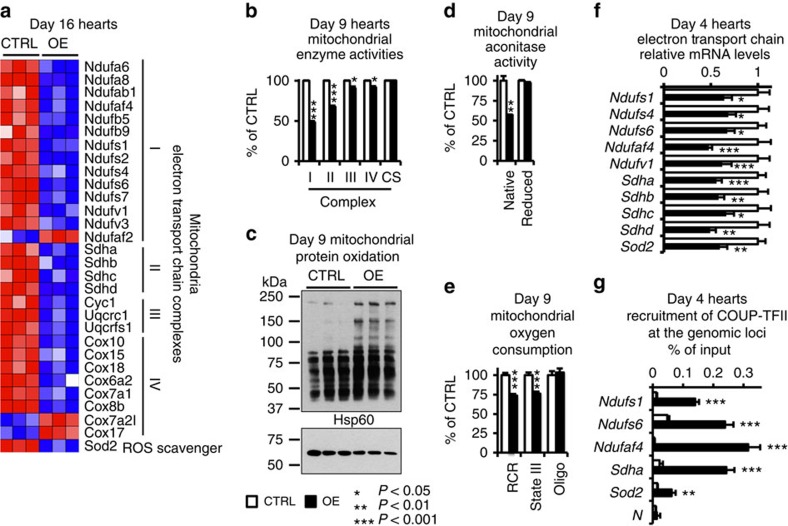
Increased ROS production and compromised mitochondria functions. (**a**) Expression profile of affected mitochondrial genes in day 16 hearts. Blue marks downregulated and red depicts upregulated genes. (**b**–**e**) Day 9 hearts. (**b**) Activities of mitochondrial ETC enzymes normalized to citrate synthase (CS) activities. (**c**) Oxyblot analysis on mitochondria protein oxidation status. Hsp60 serves as loading control. (**d**) Activities of mitochondria aconitase at native and reduced forms, normalized to total mitochondria protein levels. *N*=3 for each genotype. (**e**) Mitochondria oxygen consumption rates. (**f**,**g**) Day 4 hearts. (**f**) Expression levels of key mitochondria ETC and ROS scavenger genes. *N*=6 (CTRL) and 10 (OE). (**g**) ChIP-qPCR results of COUP-TFII binding at genomic loci of ETC and ROS scavenger genes. *N*=3 for each genotype. RCR, respiratory control ratio. Oligo, effect of oligomycin. *N*=3 for each genotypes. *P<0.05; **P<0.01; ***P<0.001 (*t*-test) between CTRL and OE. Error bars denote the s.e.m.

**Figure 4:**
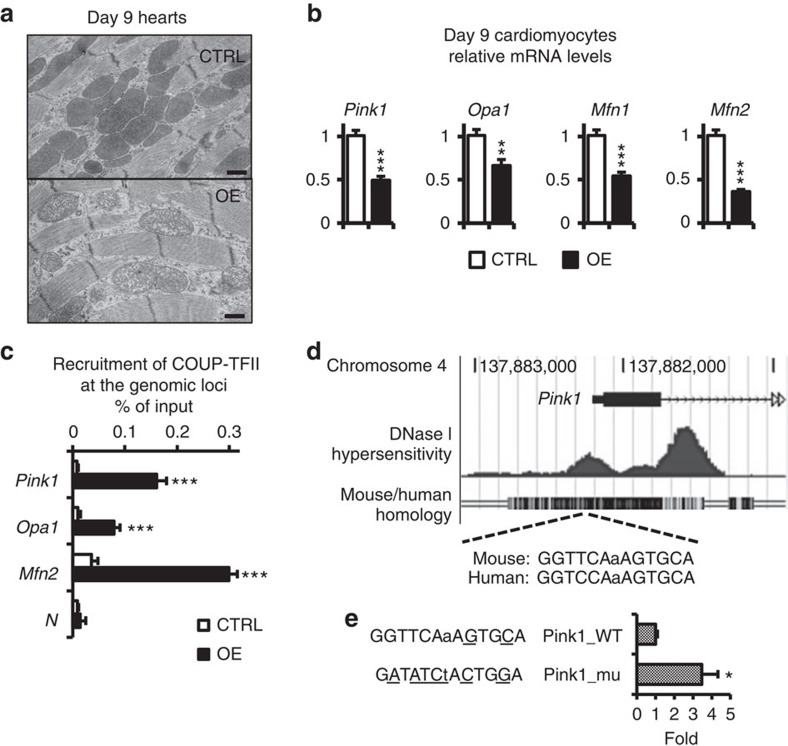
Defects in mitochondrial dynamics. (**a**) Representative electron micrographs of day 9 ventricles from denoted genotypes. Scale bars, 0.5 μm. (**b**) Relative mRNA levels of major mitochondria dynamics genes in day 9 isolated cardiomyocytes. *N*=3 for each genotypes. (**c**) ChIP-qPCR results of COUP-TFII binding at genomic loci of mitochondria dynamic genes. *N*=3 for each genotype. (**d**) Diagram of an enriched COUP-TFII-binding region at the mouse *Pink1* locus identified by ChIP-qPCR shown in **c**, in which DNaseI hypersensitivity result of 8-week-old hearts (from UCSC genome browser, mm9), and a conserved COUP-TFII-binding sequence are shown. (**e**) Luciferase reporter analysis illustrates relative activities of wild-type (WT) and mutant (mu) COUP-TFII-binding sites in C2C12 cells. *P<0.05; **P<0.01; ***P<0.001 (*t*-Test) between CTRL and OE. Error bars denote the s.e.m.

**Figure 5:**
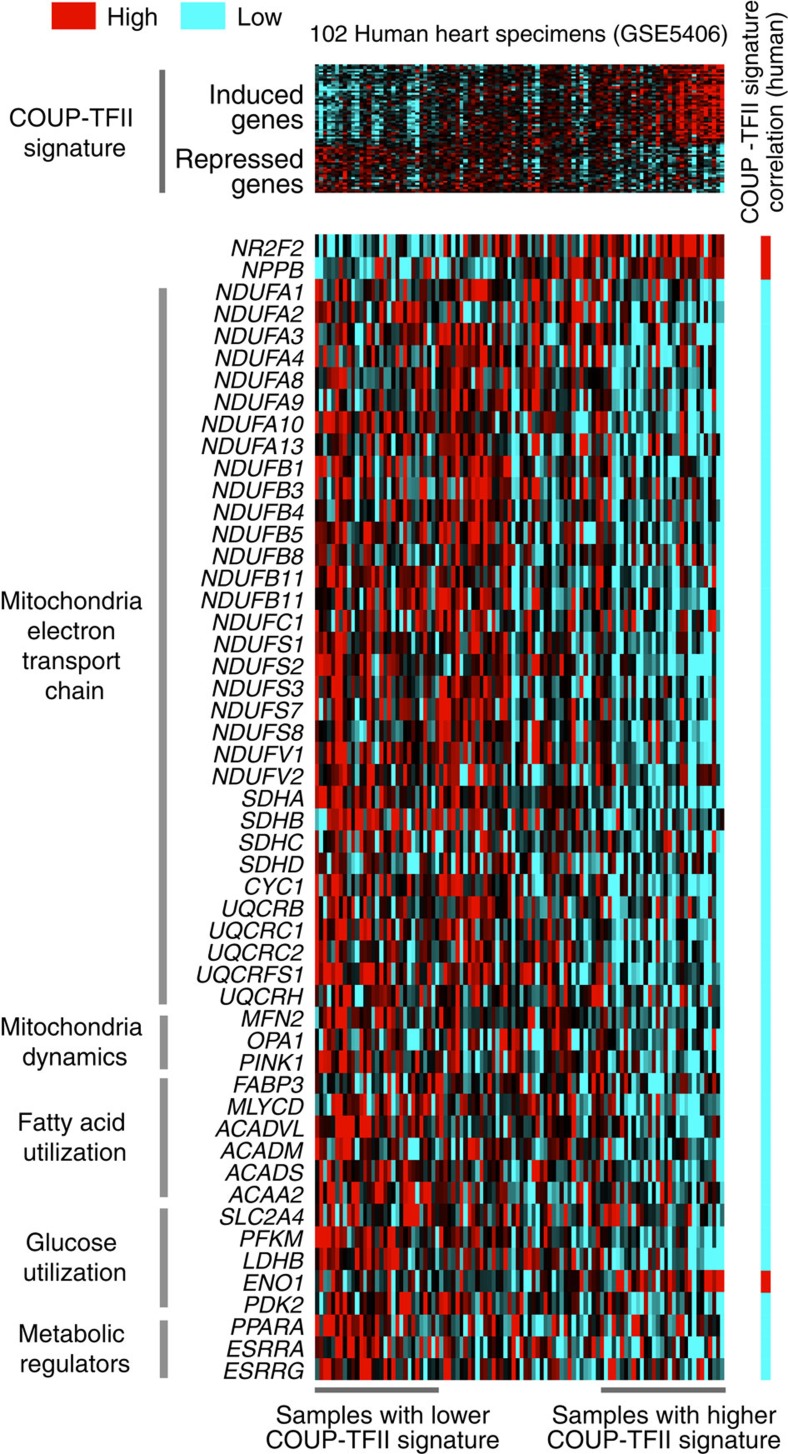
A COUP-TFII-dependent regulatory network in human heart samples. (Top panel) Expression array data of 86 failing and 16 non-failing human left ventricular myocardium from GSE5406, for genes in a transcriptional signature of COUP-TFII, with samples ordered based on manifestation of the signature. (Bottom panel) Heat map shows levels of genes of interest in individual samples corresponding to the order in the top panel. Direction and statistical significance of correlation between expression of genes of interest and COUP-TFII signature are noted at side. Red denotes positive correlation (*P*<0.05, Pearson’s) and blue denotes negative correlation.

**Figure 6:**
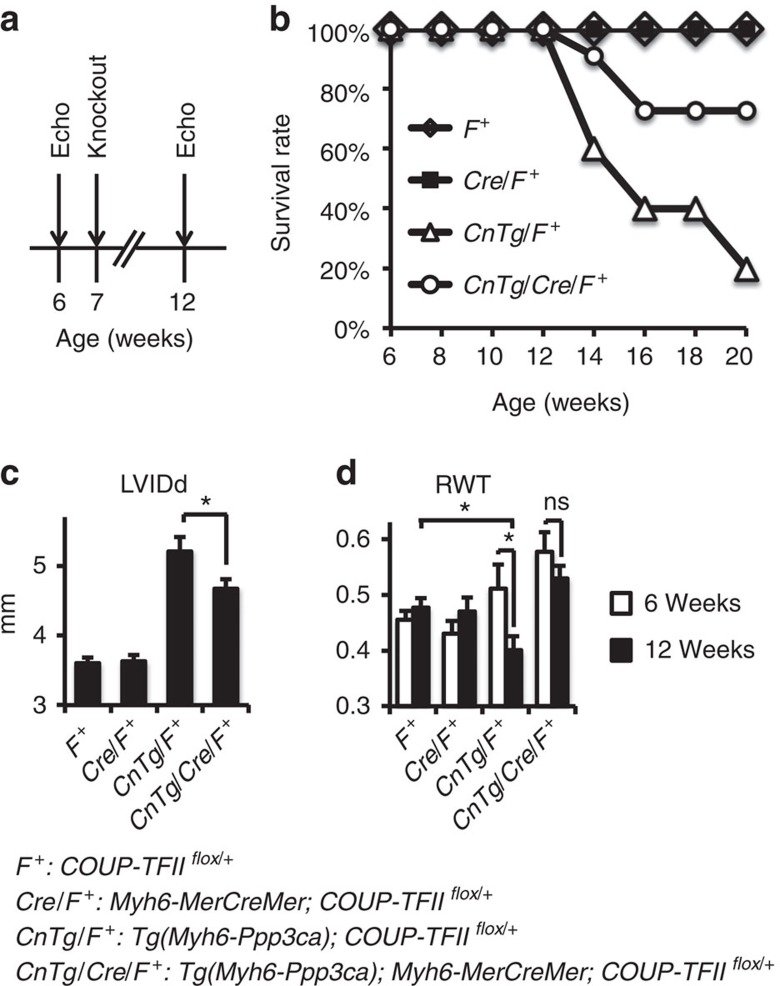
*COUP-TFII* haploinsufficiency partially rescues *calcineurin* transgenic mice. (**a**) Experimental design. Echo, echocardiography. (**b**) Kaplan–Meier curve of mice with denoted genotypes over a 20-week observation period. (**c**) Left ventricular interior dimension at diastole at indicated time points. (**d**) Left ventricle relative wall thickness. Genotypes are denoted at bottom. *N*=10 (F^+^), 10 (*Cre/F*^*+*^), 5 (*CnTg/F*^*+*^) and 11 (*CnTg/Cre/F*^*+*^). *P<0.05; NS, *P*>0.05 (*t*-test) between denoted groups. Error bars denote the s.e.m.

# Supplementary material for: Increased COUP-TFII expression in adult hearts induces mitochondrial dysfunction resulting in heart failure
**Source:** Nat Commun. 2015 Sep 10;6:8245. doi: 10.1038/ncomms9245
**Supplement:** Supplementary Information — Supplementary Figures 1-5 and Supplementary Table 1

# SUPPLEMENTARY INFORMATION

## Supplementary Figures

Supplementary Figure 1

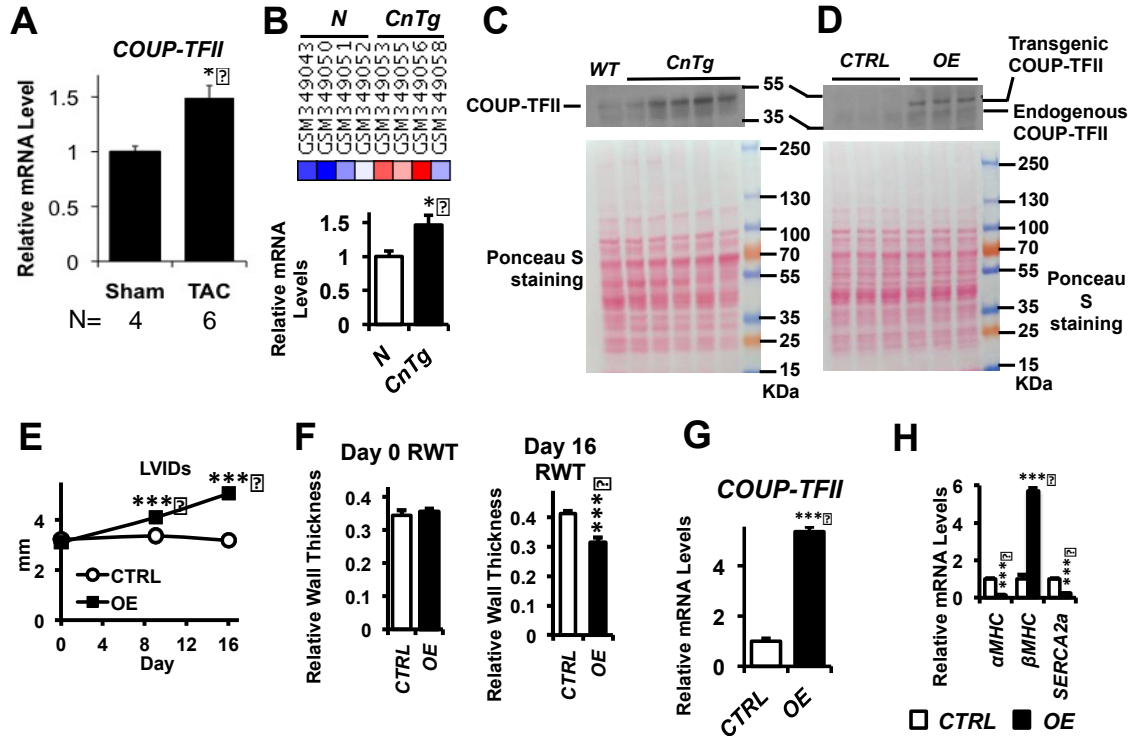

**Supplementary Fig. 1.** COUP-TFII levels and phenotyping of *COUP-TFII* OE hearts. (A) Ventricular *COUP-TFII* levels by qRT-PCR in 4 sham and 6 TAC mouse hearts 7 days post operation. (B) *COUP-TFII* mRNA Levels in normal (N) and CnTg hearts. Data source: GSE13874. (C) COUP-TFII protein levels by Western analysis of isolated cardiomyocytes from wild type control (WT) and CnTg mice. Ponceau S staining serves as loading control. (D) COUP-TFII protein levels by Western analysis of isolated cardiomyocytes from CTRL and OE mice 9 days post induction of COUP-TFII expression. Transgenic COUP-TFII protein has a higher molecular weight due to fusion with a FLAG-Myc tandem tag. (E, F) Left ventricular interior dimension at systole (LVIDs) and relative wall thickness (RWT) of the same cohort of mice as shown in Fig. 1d & 1e. (G, H) Gene expression analysis by qRT-PCR on 3 CTRL and 3 OE ventricles at Day 16. \*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$  ( $t$ -Test) between sham and TAC (A), normal and CnTg (B), or CTRL and OE (E, F, G & H). Error bars denote standard error of the mean.

Supplementary Figure 2

Overlapped Gene Signature

|                                                        | COUP-TFII                     |                               |
|--------------------------------------------------------|-------------------------------|-------------------------------|
|                                                        | Induced                       | Repressed                     |
| <b>ERR<math>\alpha</math> Induced</b>                  | n.s. <sup>2</sup>             | <b>1.16 x10<sup>-6</sup></b>  |
| <b>ERR<math>\alpha</math> Repressed</b>                | <b>0.03</b>                   | n.s. <sup>2</sup>             |
| <b>PGC-1 Induced</b>                                   | n.s. <sup>2</sup>             | <b>3.31 x10<sup>-32</sup></b> |
| <b>PGC-1 Repressed</b>                                 | <b>6.62 x10<sup>-4</sup></b>  | n.s. <sup>2</sup>             |
| <b>PPAR<math>\alpha</math><sup>TAC</sup> Induced</b>   | n.s. <sup>2</sup>             | <b>2.57 x10<sup>-20</sup></b> |
| <b>PPAR<math>\alpha</math><sup>TAC</sup> Repressed</b> | <b>1.57 x10<sup>-28</sup></b> | n.s. <sup>2</sup>             |

SigTerm analysis *p* value

| Pathway                      | Study                                                            | Data Source | Induced Genes | Repressed Gene |
|------------------------------|------------------------------------------------------------------|-------------|---------------|----------------|
| ERR $\alpha$                 | Dufour et al., Cell Metab (2007) 5:345-56. PMID: 17488637.       | GSE7196     | 160           | 242            |
| PGC-1                        | Martin et al., Circ Res (2014) 114:626-36. PMID: 24366168.       | GSE43798    | 198           | 95             |
| PPAR $\alpha$ <sup>TAC</sup> | Smeets et al., Physiol Genomics (2008) 36:15-23. PMID: 18812456. | GSE12337    | 179           | 269            |

**Supplementary Fig. 2.** Enriched ERR $\alpha$ , PGC-1 and PPAR $\alpha$  signatures. For each dataset, derive top genes with  $p < 0.01$  (one-sided Fisher's exact test), fold > 1.4. The PPAR $\alpha$ <sup>TAC</sup> signature was derived from comparative analysis of wild type and Ppara knockout animals under transaortic constriction stress.

**Supplementary Figure 3**

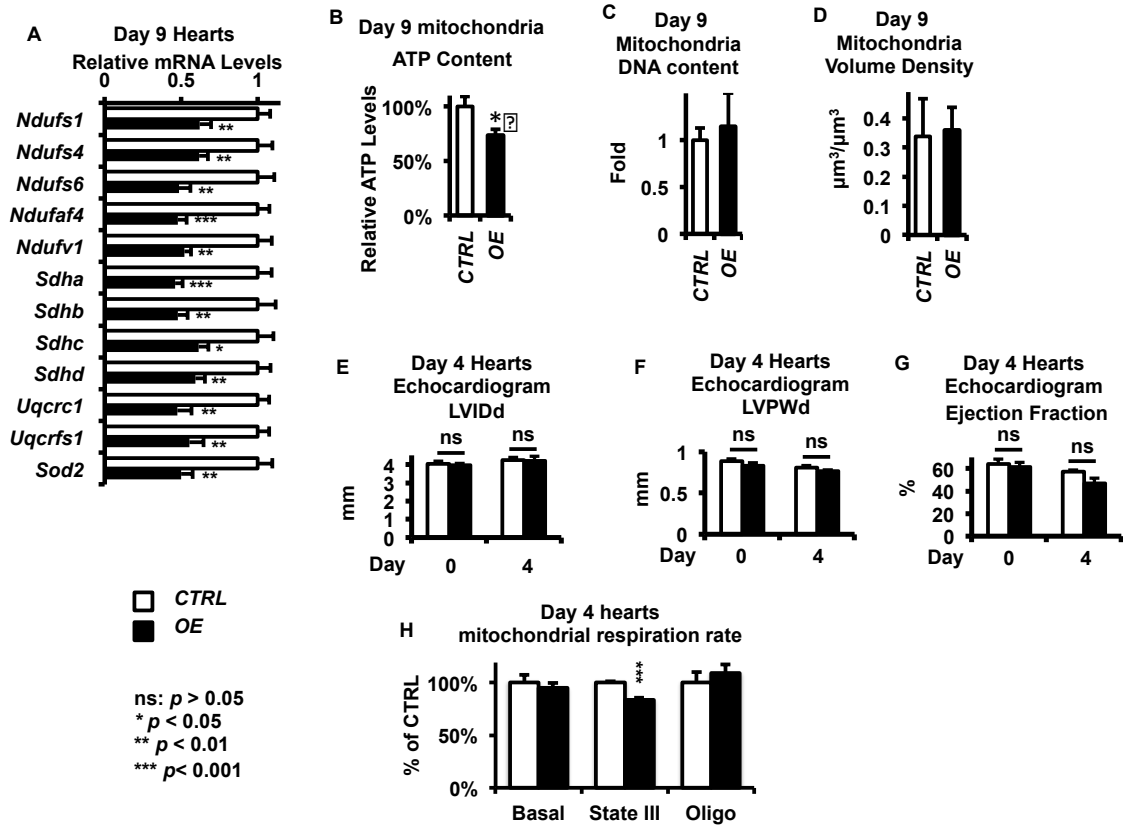

**Supplementary Fig. 3.** Characterization of Day 4 and Day 9 OE and CTRL hearts. (A) Relative mRNA levels of key ETC and ROS scavenger genes in Day 9 hearts. N=5 for each genotypes. (B) ATP content in mitochondria isolated from ventricles. N = 6 for each genotypes. (C) Mitochondria DNA content of 11 CTRL and 10 OE Day 9 ventricles. (D) Mitochondria volume density calculated from TEM studies on Day 9 ventricles. N= 63 (CTRL) and 62 (OE) fields. Three ventricles of each genotype were examined by transmission electron microscopy. (E-G) Echocardiogram of Day 4 hearts. N = 6 for each genotype. LVIDd, left ventricular interior dimension at diastole; LVPWd, left ventricle posterior wall thickness. (H) Respiration rates of mitochondria isolated from Day 4 hearts. N = 4 for each genotypes. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ , ns,  $p > 0.05$  ( $t$ -Test) between CTRL and OE. Error bars denote standard error of the mean.

Supplementary Figure 4

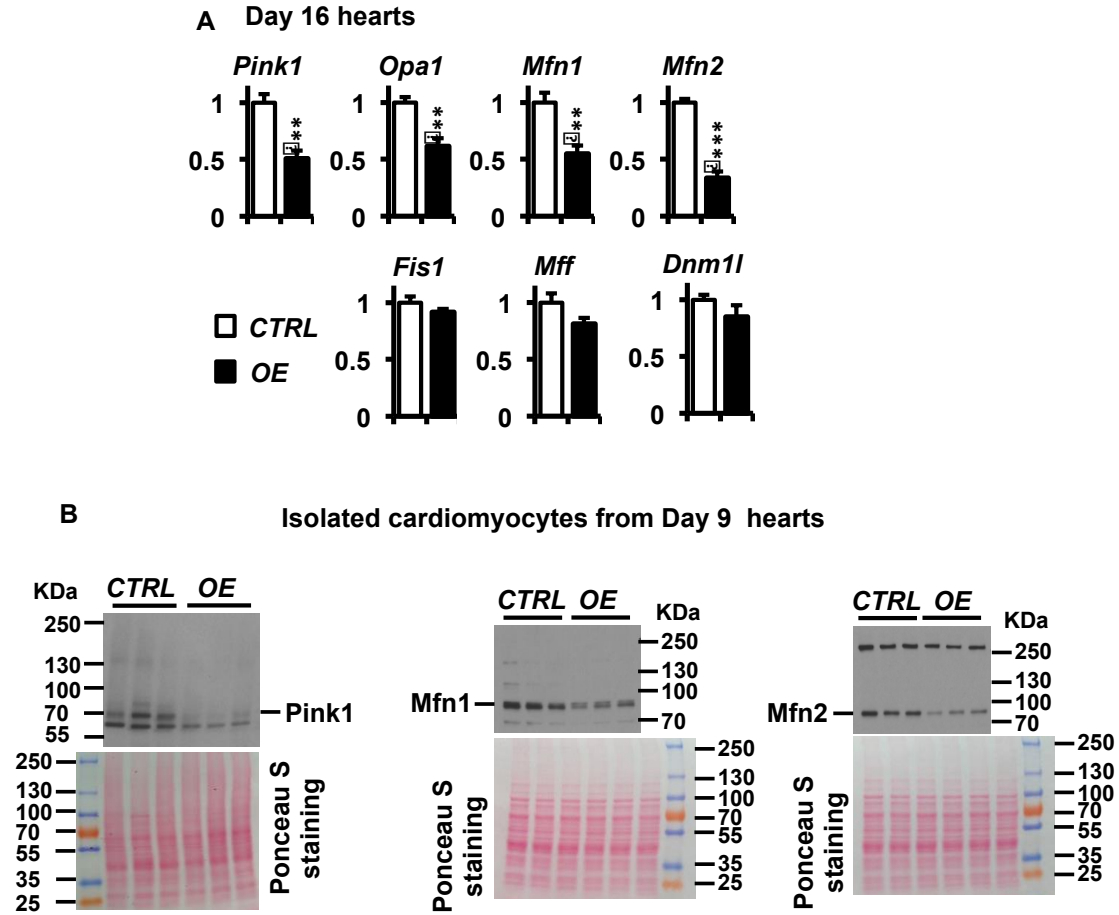

**Supplementary Fig. 4.** Expression levels of mitochondrial dynamic genes. (A) Relative mRNA levels of major mitochondria dynamics genes in Day 16 ventricles. N=4 for each genotypes. (B) Protein levels of Pink1, Mfn1 and Mfn2 in Day 9 isolated cardiomyocytes. Ponceau S staining serves as loading control. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$  ( $t$ -Test) between CTRL and OE. Error bars denote standard error of the mean.

Supplementary Figure 5

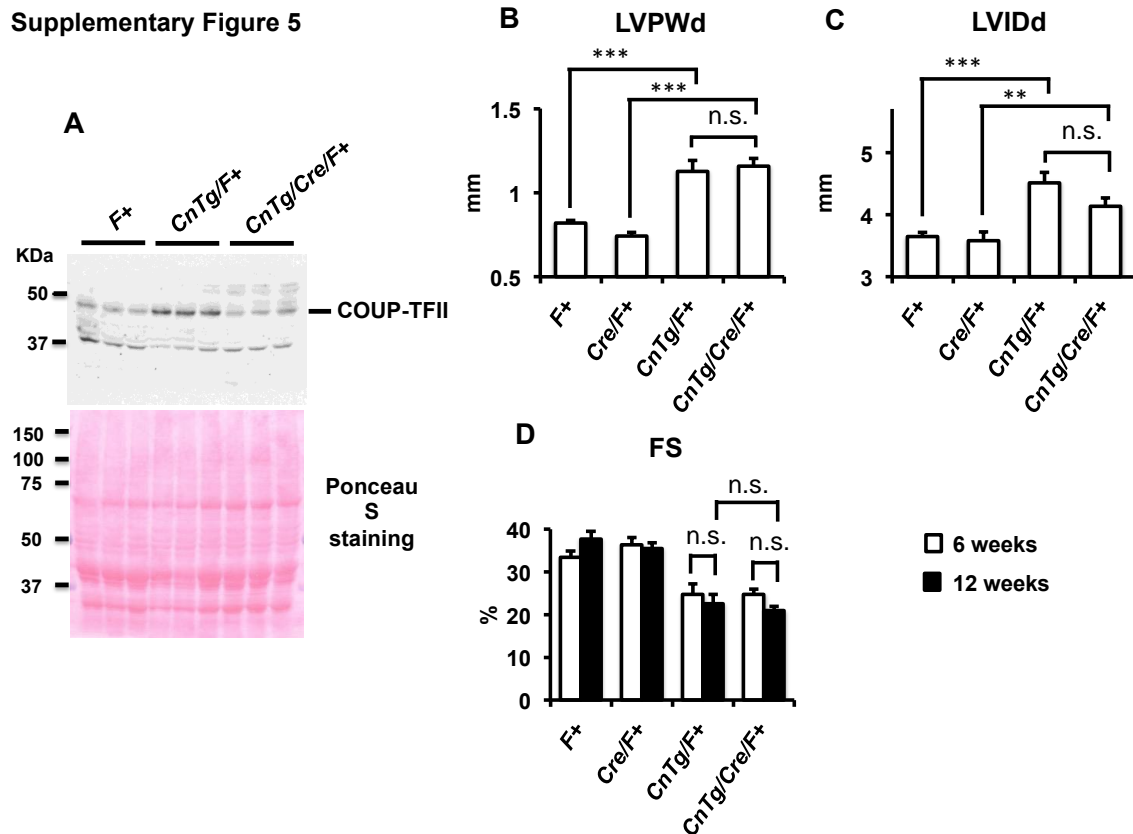

**Supplementary Fig. 5.** COUP-TFII levels and echocardiogram data of COUP-TFII haploinsufficient mice. (A) Western blot for COUP-TFII protein levels in whole ventricles of 12 week old mice and additional cardiac parameters at 6 and 12 weeks old in denoted genotypes. Ponceau S staining serves as loading control. (B-D) Echocardiogram of mice in denoted genotypes at 6 weeks old. LVPWd, Left ventricular posterior wall thickness at diastole; LVIDd, Left ventricular interior dimension at diastole; FS, Fractional shortening; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; n.s.,  $p > 0.05$  ( $t$ -Test) between denoted groups. Error bars denote standard error of the mean.

**Supplementary Table 1. Primers for ChIP-qPCR and qRT-PCR.****ChIP-qPCR**

| <b><u>Target</u></b> | <b><u>Primer</u></b> | <b><u>Sequence</u></b>  |
|----------------------|----------------------|-------------------------|
| Ndufs1               | Forward              | cggaccttgacctttaacctc   |
| Ndufs1               | Reverse              | gcgtccggaaaactccttat    |
| Ndufs6               | Forward              | caaggtgagcccagtagtgc    |
| Ndufs6               | Reverse              | acccaagactgacggtagca    |
| Ndufaf4              | Forward              | gtcctcggcggtttaccg      |
| Ndufaf4              | Reverse              | cgcttctccacgttgaagtt    |
| Sdha                 | Forward              | taactcaccgccccagtta     |
| Sdha                 | Reverse              | aatcttccaagcccgacac     |
| Sod2                 | Forward              | gaggggcccctgattactcc    |
| Sod2                 | Reverse              | gaaaccctggagactttcctc   |
| Mfn2                 | Forward              | atcacagggtgagacatca     |
| Mfn2                 | Reverse              | gactgaaggctgggaggtg     |
| Opa1                 | Forward              | ccccgttatgtcaggttctg    |
| Opa1                 | Reverse              | cggaagtagtgatgggtca     |
| Pink1                | Forward              | tcactggctcctggttaagatga |
| Pink1                | Reverse              | ctggatcgggtgactgataacaa |
| Ppargc1b             | Forward              | tgaccttgacaatgttgcttg   |
| Ppargc1b             | Reverse              | gaacggagcttactggatcg    |
| Esrra                | Forward              | atgcaagtagccctggttg     |
| Esrra                | Reverse              | agttttgtccgctcgtgtct    |
| Esrrg                | Forward              | aaggtcacattcctgccatc    |
| Esrrg                | Reverse              | ggcaaggaaaaacagaaggag   |
| Ppara                | Forward              | ctccagggtctcagttttgc    |
| Ppara                | Reverse              | gctcgccttttcttgac       |

**qRT-PCR**

| <b><u>Target</u></b> | <b><u>Primer</u></b> | <b><u>Sequence</u></b>     |
|----------------------|----------------------|----------------------------|
| aMHC                 | Forward              | acggtgaccataaaggagga       |
| aMHC                 | Reverse              | tgtcctcgatcttgatgaac       |
| bMHC                 | Forward              | gcccttgacctcaagaaag        |
| bMHC                 | Reverse              | cttcacagtcaccgtcttg        |
| Rpl32                | Forward              | ttaagcgaaactggcggaac       |
| Rpl32                | Reverse              | ttgttgctcccataaccgatg      |
| Atp2a2               | Forward              | tcgaccagtcaattcttacagg     |
| Atp2a2               | Reverse              | cagggacagggtcagtatgc       |
| Ndufs1               | Forward              | ctgacaacttatgactgaagagat   |
| Ndufs1               | Reverse              | ttgagaagataattggaacgtaagtc |
| Ndufs4               | Forward              | gatgggaaaaatcctttgatgg     |
| Ndufs4               | Reverse              | gaaggtcagaaccatgttgga      |
| Ndufs6               | Forward              | ggggaaaagatcacgcatacc      |

|         |         |                             |
|---------|---------|-----------------------------|
| Ndufs6  | Reverse | caaaacgaacctctctgtagtc      |
| Ndufaf4 | Forward | caccggagtcagtatccagaa       |
| Ndufaf4 | Reverse | ggttcaacttttaccggcaagg      |
| Ndufv1  | Forward | cactggtgcaggctcagac         |
| Ndufv1  | Reverse | ggctttcacaatgtctgtcg        |
| Sdha    | Forward | tggtcagttccaccccaca         |
| Sdha    | Reverse | tctccacgacaccttctg          |
| Sdha    | Forward | ctggtggaacggagacaagt        |
| Sdha    | Reverse | gcgttcctctgtgaagtcgt        |
| Sdhc    | Forward | gaagaagaacacgagttcaaacc     |
| Sdhc    | Reverse | gtgccataggaagagaccattt      |
| Sdhd    | Forward | cctgctctgtggtggactact       |
| Sdhd    | Reverse | cccatgaacgtagtcggtaac       |
| Sod2    | Forward | tgctctaatacaggaccattg       |
| Sod2    | Reverse | gtagtaagcgtgctccacac        |
| Uqcrfs1 | Forward | atgtgaagcgaccttcct          |
| Uqcrfs1 | Reverse | atgggaaaaacggacagaag        |
| Uqcrcl  | Forward | gactacctcaacagacattacaaagc  |
| Uqcrcl  | Reverse | gtttctgggcaaggtcca          |
| Mfn2    | Forward | cgaggctctggattcacttc        |
| Mfn2    | Reverse | caaccagccagctttattcc        |
| Mfn1    | Forward | gtgagcttcaccagtgcaaa        |
| Mfn1    | Reverse | cacagtcgagcaaaagtagtgg      |
| Opa1    | Forward | accaggagaagtagactgtgtcaa    |
| Opa1    | Reverse | tcttcaaataaacgcagaggtg      |
| Park2   | Forward | gcccggtgaccatgatag          |
| Cd36    | Forward | ttgtacctatactgtggctaaatgaga |
| Cd36    | Reverse | cttgtgtttgaacatttctgctt     |
| Acs11   | Forward | ccaaaccagccctatgagtg        |
| Acs11   | Reverse | cttgaaccccttctggatca        |
| Slc27a1 | Forward | aaggttcttgcacccctatgctc     |
| Slc27a1 | Reverse | tggatcttgaaggtgcctgt        |
| Fabp3   | Forward | ctttgtcggtagctggaagc        |
| Fabp3   | Reverse | tggtcatgctagccacctg         |
| Cpt1b   | Forward | ctccttctctggctgaggt         |
| Cpt1b   | Reverse | gatctggaactgggggatct        |
| Cpt2    | Forward | ccaagaagcagcgatgg           |
| Cpt2    | Reverse | tagagctcaggcagggtga         |
| Mlycd   | Forward | tcgggaccttctcataaag         |
| Mlycd   | Reverse | ataggcgacaggcttgaaaa        |
| Acadm   | Forward | gtcgaacacaacactcgaaa        |
| Acadm   | Reverse | ctgctgttccgtcaactcaa        |

|          |           |                         |
|----------|-----------|-------------------------|
| Acadl    | Forward   | tggggacttgctctcaaca     |
| Acadl    | Reverse   | ggcctgtgcaattggagta     |
| Acadvl   | Forward   | gatcaggtgttcccatacc     |
| Acadvl   | Reverse   | cccaccagctctttgagaaa    |
| Acaa2    | Forward   | aaatgtgcgcttcggaac      |
| Acaa2    | Reverse   | cgtaatcctgcccacaaag     |
| Slc2a4   | Forward   | gacggacactccatctgttg    |
| Slc2a4   | Reverse   | gccacgatggagacatagc     |
| HK2      | Forward   | caactccggatgggacag      |
| HK2      | Reverse   | cacacggaagtgtgttcctc    |
| Pfkm     | Forward   | agatcgtagacgccatcacc    |
| Pfkm     | Reverse   | ggcccatcacttctaacacaa   |
| Gpi1     | Forward   | cctctttataatgcctccaag   |
| Gpi1     | Reverse   | accactcctttgctgtctctg   |
| Aldoa    | Forward   | ccaatggcgagacaactacc    |
| Aldoa    | Reverse   | tatactgggcacagcggtca    |
| Tpi1     | Forward   | aaaccaaggtcatcgcaga     |
| Tpi1     | Reverse   | cccggagcttctcgtgta      |
| Gapdh    | Forward   | tgtccgtcgtggatctgac     |
| Gapdh    | Reverse   | cctgcttcaccaccttcttg    |
| Pgk1     | Forward   | tacctgctggctggatgg      |
| Pgk1     | Reverse   | cacagcctcggcatatttct    |
| Eno1     | Forward   | aggcgcttagtgctgctc      |
| Eno1     | Reverse   | atagacatggcgaatttctgg   |
| Pdk4     | Forward   | cgttagtgaaactccttcg     |
| Pdk4     | Reverse   | cttctgggctcttctcatgg    |
| Ppargc1a | Forward   | gaaagggccaaacagagaga    |
| Ppargc1a | Reverse   | gtaaatcacacggcgctctt    |
| Ppargc1b | Forward   | gacgtggacgagctttcact    |
| Ppargc1b | Reverse   | gagcgtcagagcttgctgtt    |
| Esrra    | Forward   | acctctggcagtagctggag    |
| Esrra    | Reverse   | agcagatgcgacaccagag     |
| Esrrg    | Forward   | gccagccaaaaagccata      |
| Esrrg    | Reverse   | caggcatggcatagatcttct   |
| Ppara    | Forward   | tccgagggctctgtcatc      |
| Ppara    | Reverse   | gggcagctgactgaggaa      |
| Fis1     | Forward   | ttctgtgtccaagagcacgc    |
| Fis1     | Reverse   | agacatagtcccgtgttcc     |
| Mff      | Forward   | aaatgccagtgtgataatgc    |
| Mff      | Reverse   | ctggtcttgaaaatgaaatg    |
| Dnml1    | Forward   | aagccctgagccaatccatc    |
| Dnml1    | Reverse   | ttgggattactgatgaaccg    |
| Pink1    | Probe set | Invitrogen Mm0050827_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

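Gene expression was measured in whole ventricles of 3 CTRL mice (Myh6-MCM) and 3 OE mice (Myh6-MCM; CAG-S-COUP-TFII) on 6 Affymetrix whole-genome mouse arrays, of the type named in the methods, 16 days after the first dose of tamoxifen. The labels give the age as 2.5 months and place the start of treatment at 2 months, while the array methods state that ventricles were collected from animals 2 months old. No other sample was analysed.

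The authors processed the arrays in GeneSpring GX with RMA summarization, quantile normalization and a baseline transformation of each probe set to its median over all samples. The version of RMA is not stated in the sources used here. The deposited values ran from −4.29 to 3.54, and the median of the 6 values of a probe set was never further from 0 than 5.0e-07. The deposited values were taken as log2 values, since RMA gives these, that the authors had quantile normalized and centred on the median of each probe set, so they hold no level of expression. The base of the logarithm is not stated in the sources used here. The array medians over genes lay between −0.0177 and 0.0133. The root mean square distance between arrays was 0.208 to 0.233 within CTRL, 0.194 to 0.215 within OE and 0.375 to 0.427 between the groups.

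Of 45101 probe sets, 932 name several gene symbols and 9211 have no gene here, and both kinds were not used for genes. The 64 array controls, 51 of which are among those without a gene and 13 of which name 1 symbol, were also left out. The remaining 34945 probe sets name 1 symbol each and gave 18193 genes, 9010 of them with more than 1 probe set and at most 12. Probe sets of a gene were averaged. Of 2527 called genes with more than 1 probe set, 19 had a probe set called in the other direction. For 204 gene IDs the reference held no entry and the symbol of the array annotation was kept.

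Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, two-sided, with Benjamini-Hochberg adjustment over the 18193 genes and a threshold of 0.05. SE is the moderated standard error of the log2 change. The methods state a fold limit of 1.2 for comparisons with CTRL atria, and it was applied here to OE against CTRL ventricles. The signature was taken at an unadjusted p under 0.01 and 1.4-fold after the legend of Supplementary Fig. 2, which gives its p beside a one-sided Fisher's exact test, so it is not certain that the p is a threshold for single genes. The methods name one-way analysis of variance, and limma was preferred because 3 arrays per group give an unsteady variance per gene. For this size of sample an exact permutation test cannot give a p below 0.1. Tested on simulated data with 3 arrays per group, limma recovered 47.8% of the genes given a log2 change of 0.5, 88.1% of those given 1 and 100% of those given 2, with 9 false calls among the unchanged genes. In that order 67, 67 and 66 of 18193 genes were changed, a far smaller share than the 26.7% called in the data. The adjusted p depends on this share, so these rates need not hold for the arrays.

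Gene lists were written from textbook knowledge and from the paper: 61 lists of metabolic routes, mitochondrial complexes, stress responses, cell types and other heart biology, and 7 lists of genes shown in the paper's figures. The dilated cardiomyopathy list was written after the Kyoto Encyclopedia category and is not a copy of it. For each list, called members were counted, a shift against other genes was tested with camera (preset correlation of 0.01, and with an estimated correlation), movement in one direction with fry, and enrichment with Fisher's exact test, each adjusted over the 61 lists. Of 73 genes that the paper names, 64 were measured here, and the others were not analysed here.

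Genes named in the text are the 12 with the largest rise and the 12 with the largest fall among called genes whose 3 OE arrays all lay outside the range of the CTRL arrays, every measured gene that the paper names, and from each list described up to 4 called members with the largest change and up to 2 members that went against the list's direction or were not called. Every called gene named at a claim had all 3 OE arrays on one side of all 3 CTRL arrays.

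Alternatives were one-way analysis of variance, array weights, leaving out probe sets ending in _x_at or _s_at, testing probe sets, centring each array on the ribosomal protein genes or on its own median, the replicate number as a block, leaving out each array, fold limits of 1.5 and 2, and for list tests an estimated correlation and fry. The probe set with the largest variance per gene was added after seeing the data. Filters on expression level and an intensity trend in eBayes were not run because the values hold no level. Scripts used Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.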

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

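The comparisons with other groupings of the arrays and the tests of explanations in this part were chosen only after the results were seen, while the gene lists and their tests by camera and fry were set beforehand. The paper reports single members of some groups given here, among them *Myh6*, *Myh7* and *Atp2a2*. It reports no result for any of the 18 gene groups as a whole, which camera called between OE and CTRL. None of these calls held with an estimated correlation (adjusted p from 0.25 to 0.45), and fry gave adjusted p from 0.0013 to 0.019. With an estimated correlation the lowest unadjusted p of all 61 lists was 0.0085. Branched-chain amino acid catabolism lost its call although its estimate, −0.02, was below the preset 0.01. Other estimates were higher, as for the matrix list (0.44). The lost calls therefore cannot show by themselves that correlation between genes made the calls.

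The 6 arrays can be parted into 3 and 3 in 10 ways, too few for a share under 0.05. Every grouping but the real one puts OE and CTRL arrays on both sides, so it keeps part of their difference and adds the rest to the spread, and its counts are no reference for arrays without a difference. The real groups gave 2709 genes higher and 2152 lower, where no other grouping gave more than 1 gene in either direction, and 2540 and 1917 past the fold limit of 1.2, where again the highest other count was 1. The signature held 1952 genes against at most 28 in another grouping. Camera called 26 lists, and 2 of the 10 groupings reached that number, the real one and that of CTRL 1, OE 2 and OE 3 against the rest. *Fry* called 37 lists against 0 in any other grouping.

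Several groups were higher in OE by camera. Of 37 genes of extracellular matrix and fibrosis, 28 were higher and none was lower (29 higher when adjusted over the list alone), with a median log2 change of 1.067. Of 16 genes of TGF-β and the connective tissue response, 8 were higher and 1 lower (median 0.393). Fibroblast markers had 9 higher and 4 lower of 18 (median 0.403), 6 of them also in the matrix list. Macrophage markers had 13 higher and none lower of 22 (median 0.502). Genes of inflammation and the acute phase had 6 higher and 1 lower of 23 (median 0.346). The integrated stress response had 14 higher and 2 lower of 26 (median 0.468). Hexosamine, serine and one-carbon synthesis had 8 higher and none lower of 14 (median 0.377), 6 of the list's genes being shared with the stress response. Cell cycle genes had 23 higher and 1 lower of 37 (median 0.488), and actin cytoskeleton genes 21 higher and none lower of 28 (median 0.426). Genes of muscle atrophy and the proteasome had 6 higher and none lower of 16 (median 0.222). The largest called changes were those of the proteasome genes *Psmc4*, *Psmd14*, *Psmb5* and *Psmb1*. The atrophy genes *Fbxo32* (log2 −0.31, adjusted p = 0.085 from limma) and *Trim63* (log2 −0.11, adjusted p = 0.48) were not called. Ribosomal protein genes had 15 higher and 1 lower of 41 (median 0.208). Adjusted over the list alone, the numbers higher and lower were 9 and 1 for TGF-β, 9 and 4 for fibroblasts, 13 and 0 for macrophages, 7 and 1 for inflammation, 15 and 2 for the stress response, 8 and 0 for hexosamine and serine, 29 and 1 for the cell cycle, 22 and 1 for actin, 9 and 1 for the proteasome and 23 and 1 for ribosomal proteins. With arrays centred on ribosomal protein genes, they were 26 and 0 for the matrix, 7 and 1 for TGF-β, 9 and 4 for fibroblasts, 9 and 1 for macrophages, 11 and 4 for the stress response, 6 and 3 for hexosamine and serine, 17 and 2 for the cell cycle and 14 and 1 for actin. With the same centring they were even for atrophy and the proteasome (3 and 3, median 0.035) and for inflammation (4 and 4, median 0.158), and 5 and 3 for ribosomal proteins themselves.

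Other groups were lower in OE. Branched-chain amino acid catabolism had 10 lower and 1 higher of 17 (median −0.489). Ventricular identity genes had 10 lower and 2 higher of 17 (median −0.408). Endothelial markers had 9 lower and none higher of 19 (median −0.36), and Notch and vascular genes linked to COUP-TFII 8 lower and 2 higher of 20 (median −0.357). Cardiomyocyte markers had 11 lower and 4 higher of 20 (median −0.345), 15 of the list's genes being shared with the sarcomere list. Calcium handling genes had 8 lower and 3 higher of 21 (median −0.237), and potassium and sodium channel genes 10 lower and 2 higher of 23 (median −0.225). Adjusted over the list alone, the numbers lower and higher were 11 and 1 for amino acid catabolism, 10 and 2 for ventricular identity, 10 and 0 for endothelium, 13 and 2 for Notch and vascular genes, 11 and 4 for cardiomyocytes, 11 and 3 for calcium handling and 12 and 2 for channels. With arrays centred on ribosomal protein genes, they were 15 and 0, 12 and 1, 14 and 0, 14 and 1, 14 and 1, 13 and 2, and 15 and 1 in the same order.

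Genes of fatty acid uptake and oxidation were lower in OE, with a median log2 change of −0.49. A fall of all mitochondrial transcripts alike, from fewer cardiomyocytes or fewer mitochondria, would bring the ATP synthase subunits down as far, but their lower quartile was −0.17, which argues against it as the whole cause. A difference in overall scale between arrays would move every gene alike. The authors' quantile normalization evens out overall scale beforehand, and the median change of all genes was −0.03. The lower quartile of the mitochondrial ribosome genes, −0.15, is therefore no separate test of a difference in scale. With arrays centred on ribosomal protein genes the fatty acid list had a median of −0.68 (adjusted p = 1.1e-06 from camera). This centring moves all lists down alike, so that lower median cannot decide the question. A lower share of cardiomyocytes, as a part or the whole of the fall, stays open, since 11 of their 20 markers were lower and 4 higher. A direct effect of COUP-TFII and a response to the failing heart on day 16 both stay open in these arrays and were not tested here. By qRT-PCR, the paper reports lower fatty acid genes at an earlier day, when echocardiography showed no significant difference between OE and CTRL hearts. By ChIP it reports COUP-TFII at the genes of PGC-1α, ERRα, ERRγ and PPARα.

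Genes of the extracellular matrix and of macrophages were higher in OE. A lower share of cardiomyocytes alone would raise markers of every other cell type, but the upper quartile of the endothelial markers was −0.27 and the lower quartile of the macrophage markers 0.28, which argues against it. More fibroblasts with unchanged expression per cell and higher expression per fibroblast cannot be told apart, because the 12 fibroblast markers outside the matrix list went both ways, with quartiles of −0.32 and 1.13 around the matrix median of 1.07. More macrophages, or more expression per macrophage, as a response to cardiomyocytes that make COUP-TFII remains a hypothesis and was not tested.

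Several atrial genes were higher in the OE ventricles, among them *Myl4* and *Dkk3*. Atrial tissue in the OE samples stays open. It would raise the atrial genes together, and of the 17 genes of the atrial list 7 were higher, among them *Nppa* and *Myl7*, and 3 were lower, *Kcna5*, *Tbx5* and *Gja5*. The upper quartile of the list (0.76) cannot decide this. With 7 of 17 genes called higher, it cannot lie below the smallest called rise. The median of the list was 0.06, and the 3 falls go against a rise of all these genes together. They do not exclude atrial tissue as a part of the 7 rises. An effect of COUP-TFII on single atrial genes, or a return to a fetal pattern, stays open as well and was not tested.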

How the results depend on the processing

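The probe set with the largest variance per gene was the only alternative chosen after the results were seen. Filters on expression level and an intensity trend in eBayes were not run, because the values hold no expression level and so no signal over background, and averaging all probe sets is the choice reported. Array weights gave 2784 genes higher and 2225 lower, leaving out probe sets ending in _x_at or _s_at 2541 and 2061, and centring on the array median 2868 and 1975. One-way analysis of variance gave 1437 and 1125 (1288 and 874 past the fold limit) and 302 called list members, and centring on ribosomal protein genes 1438 and 8174 (1286 and 7008) and 8 enriched lists. Testing probe sets gave 5124 and 4314 (5108 and 4295) of 45037, which counts more units. Fold limits of 1.5 and 2 gave 927 and 479, and 298 and 126. The signature held 3294 genes with the probe set of largest variance. With the replicate number as a block, 2369 genes were higher and 1679 lower, 3839 of them among those called without it, but the numbers give no pairing of mice, as not every array correlated best with the one of its own number (r from −0.117 to 0.07).

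Camera with an estimated correlation called 0 lists (10 at an unadjusted p under 0.05, where fry called 37 after adjustment), with adjusted p = 0.25 for fatty acid oxidation, pyruvate dehydrogenase, the TCA cycle, the PGC-1 network, PPARα targets and the stress program, 0.31 for complex I and 0.29 for complex II. The estimates for pyruvate dehydrogenase (−0.01) and the stress program (0.01) did not exceed the preset 0.01. A higher correlation thus does not account for the loss of these 2 calls. Centring on ribosomal protein genes gave 0.11 for pyruvate dehydrogenase. By fry, complex III (0.0023), complex IV (0.0067), ATP synthase (0.0046), antioxidants (0.036) and fusion and fission (0.017) passed, which tests movement on balance and not against other genes. *Nr2f2* lost its call with one-way analysis of variance (0.385, adjusted p = 0.148), centring on ribosomal protein genes (0.197, adjusted p = 0.186) and the block (0.385, adjusted p = 0.0765). Leaving out 1 array gave 1830 to 2371 genes higher, 1243 to 1731 lower (1243 without OE 1, 1400 without CTRL 1, 1402 without OE 3), 1243 to 1722 lower past the fold limit, a signature of 1809 to 2107 genes, 26 to 28 lists by camera and 0.251 to 0.463 for *Nr2f2*. *Aif1* turned to −0.109 without probe sets ending in _x_at or _s_at. Centring on ribosomal protein genes lowers every gene in OE, because these genes were higher there (median 0.208). The causes of the other changes were not tested, apart from the smaller number of arrays on leaving out 1. Of the 348 genes that the rule for naming genes takes over all lists, more than the text names, 94 lost their call with one-way analysis of variance and 6 gained one. These numbers were 28 and 24 with centring on ribosomal protein genes, 23 and 3 with the block, 12 and 11 with the probe set of largest variance, 5 and 2 with centring on the array median and 2 and 2 with array weights. Leaving out 1 array lost 27 to 48 calls (48 without CTRL 2, 47 without OE 1, 27 without CTRL 3) and gained 1 to 4. Without probe sets ending in _x_at or _s_at, 14 of 342 were lost, 1 was gained and 1 reversed.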

Differences from the paper's values

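The paper's fold of COUP-TFII mRNA in OE over CTRL is 5.3, from qRT-PCR of day 16 ventricles. The gene average over 6 probe sets of *Nr2f2* was 1.31 here, and the probe set with the largest difference alone gave 11.2. Which probe sets detect the transcript of the transgene is not known here, so neither value need stand for total COUP-TFII mRNA. None of the alternatives set before the data were examined brings the gene average within range of the paper's value.

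The paper's P for the dilated cardiomyopathy category is 2.2e-04. The value here was 0.000945, by Fisher's exact test on a list that is not a copy of the category and at an adjusted p under 0.05 with more than 1.2-fold change. Of the alternatives set before the data were examined, leaving out OE 3 brings it within range (0.000273). The others, which gave 0.000127 to 0.233, do not, among them one-way analysis of variance, the test that the methods name (0.0175).

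Supplementary Fig. 1h shows qRT-PCR folds of OE over CTRL, read by eye. The paper's fold of α-myosin heavy chain is about 0.15, and that of *Myh6* here was 0.405. The paper's fold of β-myosin heavy chain is about 5.7, and that of *Myh7* here was 2.27. The paper's fold of SERCA2a is about 0.2, and that of *Atp2a2* here was 0.518. For *Mfn2* the paper's fold is about 0.34 in Supplementary Fig. 4a, read by eye, and the value here was 0.729. For these 4 genes none of the alternatives set before the data were examined has a value within range of the paper's. With the probe set of largest variance per gene, chosen after seeing the values, *Myh6* reaches log2 −2.17, which is within 1.5 times of the paper's value, and this choice drops 2 of the 57 called genes among the 64 measured genes that the paper names, *Ppargc1a* and *Sdha*.

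In direction, 17 of the 19 measured genes drawn as lower on day 16 in Fig. 2a were lower here. The other two were *Acadl* (log2 −0.16, adjusted p = 0.203), called lower only with arrays centred on ribosomal protein genes, and *Esrra* (log2 −0.04, adjusted p = 0.759), called under no setting. *Tpi1* and *Pgk1*, drawn as higher in Fig. 2, were higher here. Not analysed here were *Acsl1* and *Cpt1b*, drawn as lower in Fig. 2a, and *Gpi1*, *Gapdh* and *Eno1*, drawn as higher in Fig. 2. Of the 25 measured genes drawn as lower in Fig. 3a, 24 were lower here, and *Cox15* had log2 −0.24 (adjusted p = 0.0501), called lower with centring on ribosomal protein genes and with the probe set of largest variance, chosen after seeing the values with the 2 drops just given. Of 3 measured genes drawn as higher there, 2 were higher here, and *Cox7a2l* had log2 0.20 (adjusted p = 0.0552), called higher with one-way analysis of variance, without probe sets ending in _x_at or _s_at, with centring on the array median and with the probe set of largest variance. Other matches were lost. One-way analysis of variance ended the calls on *Cox17*, *Ndufaf2*, *Sdha*, *Sdhc*, *Ndufs4*, *Ndufab1* and *Cox6a2* of Fig. 3a. It also ended those on *Fabp3*, *Pdk4*, *Ppargc1a*, *Ppara* and *Esrrg* of Fig. 2a. Centring on ribosomal protein genes ended the calls on *Cox17* and *Pgk1*. Of 3 fission genes that the paper gives as not altered, *Mff* and *Dnm1l* were not called here and *Fis1* was higher (log2 0.32, adjusted p = 0.00934), a call lost with centring on ribosomal protein genes. *Dnm1l* was called lower with that centring and with the probe set of largest variance. The paper's 4 genes of mitochondrial dynamics that fall, *Pink1*, *Opa1*, *Mfn1* and *Mfn2*, were all lower here.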

Other observations

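Among fibroblast markers *Postn* (log2 2.66), a matrix protein of activated fibroblasts, *Mfap4* (log2 2.54), *Mfap5* (log2 1.81) and the collagen gene *Col3a1* (log2 1.43) were higher, while *Dpep1* (log2 −0.64) and *Ddr2* (log2 −0.41) were lower. Genes of the integrated stress response that rose included the serine synthesis gene *Psat1* (log2 2.10, adjusted p = 0.000255), the transcription factor gene *Atf5* (log2 1.96), *Nupr1* (log2 1.82) and the mitochondrial folate enzyme gene *Mthfd2* (log2 1.56), while *Cth* (log2 −1.25) and *Vldlr* (log2 −0.92) fell. Cell cycle genes that rose included *Cks2* (log2 2.15), *Birc5* (log2 1.63), *Ube2c* (log2 1.46) and *Rrm2* (log2 1.35). The macrophage genes *Cd14* (log2 1.10), *Tyrobp* (log2 1.08) and *C1qb* (log2 0.70) were higher, and the endothelial receptor genes *Robo4* (log2 −0.74) and *Flt1* (log2 −0.62) were lower. The acute phase genes *Lcn2* (log2 2.42) and *Il6* (log2 1.92) were higher. With one-way analysis of variance the calls on *Birc5* (adjusted p = 0.0644) and *Tyrobp* (adjusted p = 0.0569) were lost.

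Genes of chamber identity and excitability moved as well. The atrial light chain genes *Myl4* (log2 2.56, adjusted p = 8.5e-05) and *Myl7* (log2 1.10, adjusted p = 0.0132) and the atrial gene *Dkk3* (log2 1.89, adjusted p = 0.000187) were higher, while the atrial potassium channel gene *Kcna5* (log2 −0.68, adjusted p = 0.0153) and the transcription factor gene *Tbx5* (log2 −0.35) were lower. The channel genes *Abcc9* (4-fold lower), *Kcnv2* (log2 −1.54) and *Kcnd2* (log2 −1.29) and the ventricular transcription factor gene *Irx3* (log2 −0.94) were lower, and so was *Hrc* (log2 −1.40), a calcium-binding protein of the sarcoplasmic reticulum. Calls on *Myl7* and *Kcna5* were lost with one-way analysis of variance (adjusted p = 0.0969 and 0.0948), and that on *Kcna5* also without CTRL 1 (0.0525) or CTRL 2 (0.0531). In the breakdown of branched-chain amino acids *Ppm1k* (log2 −1.26), *Dbt* (log2 −0.67), *Ivd* (log2 −0.67) and *Pcca* (log2 −0.65) were lower, and *Bckdk*, the kinase that holds the pathway back, was higher (log2 0.35).

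Genes of mitochondrial dynamics, which the paper measured by qRT-PCR, had these array values in the same day 16 comparison. *Pink1* (log2 −0.64, SE 0.09, adjusted p = 0.00272), *Opa1* (log2 −0.51, SE 0.09, adjusted p = 0.00534), *Mfn2* (log2 −0.46, SE 0.06, adjusted p = 0.00202) and *Mfn1* (log2 −0.33, SE 0.08, adjusted p = 0.0188) were lower. *Fis1* was higher (log2 0.32, SE 0.06), and *Mff* (log2 −0.03) and *Dnm1l* (log2 −0.22, adjusted p = 0.134) did not pass the test. Of 14 genes of fusion, fission and quality control, 5 were lower and 3 higher, also when adjusted over the list alone (adjusted p = 0.31 from camera), and 8 were lower and 0 higher with arrays centred on ribosomal protein genes. The call on *Mfn1* was lost with one-way analysis of variance (adjusted p = 0.0577), without probe sets ending in _x_at or _s_at (log2 −0.21, adjusted p = 0.0948) and without CTRL 1, OE 1 or OE 3. The value of *Mfn2* averages probe sets of log2 −0.95 and 0.04, and that of *Mfn1* probe sets of log2 −0.57, −0.46 and 0.04, so with the probe set of largest variance, chosen after seeing the values, they were −0.95 and −0.57. Centring on ribosomal protein genes ended the call on *Fis1* and called *Dnm1l* lower, as did the probe set of largest variance for *Dnm1l* (log2 −0.73, adjusted p = 0.0369).

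The remaining lists were not called by camera. By fry, atrial identity (adjusted p = 0.0023), glycogen (adjusted p = 0.0023) and autophagy (adjusted p = 0.029) moved up on balance and conduction (adjusted p = 0.0098), smooth muscle (adjusted p = 0.036, with a median of −0.316 but a mean of 0.096) and the clock (adjusted p = 0.045) down. Genes called and changed by more than 1.2-fold in either direction were more frequent than outside the list for smooth muscle (adjusted p = 2.2e-05), the sarcomere (adjusted p = 0.00063), atrial identity (adjusted p = 0.0089) and adrenergic signalling (adjusted p = 0.0089, two-sided Fisher's exact test for each). Higher and lower members were 8 and 8 of 27 for the sarcomere, 7 and 3 of 17 for atrial identity, 7 and 0 of 20 for autophagy and lysosome, 5 and 3 of 21 for hypoxia, 4 and 5 of 20 for apoptosis and p53, 1 and 2 of 21 for interferon, and 2 and 4 of 17 for chaperones of the endoplasmic reticulum. They were 5 and 11 of 66 for the mitochondrial ribosome, 4 and 3 of 24 for mitochondrial import, 0 and 1 of 5 for ketone body use, 2 and 3 of 12 for the creatine shuttle, 4 and 3 of 17 for glycogen, 4 and 6 of 17 for adrenergic signalling, 1 and 6 of 17 for the circadian clock, 5 and 0 of 20 for immediate early genes and 0 and 1 of 11 for heat shock genes. Among markers of other cells they were 5 and 8 of 16 for smooth muscle and pericytes, 0 and 1 of 9 for neutrophils, 0 and 0 of 13 for T and B cells, 0 and 0 of 7 for erythroid cells, 0 and 1 of 9 for adipocytes, 2 and 0 of 12 for epicardium, 3 and 2 of 10 for Schwann cells and neurons, 1 and 4 of 10 for the conduction system and 1 and 4 of 15 for skeletal muscle. The sex-linked genes gave 0 and 1 of 4. Adjusted over the list alone, these numbers became 9 and 8 for the sarcomere, 7 and 4 for atrial identity, 8 and 0 for autophagy, 5 and 6 for apoptosis, 5 and 4 for mitochondrial import, 1 and 1 for ketone body use, 2 and 6 for the creatine shuttle, 6 and 6 for adrenergic signalling, 3 and 8 for the clock, 0 and 0 for heat shock genes, 3 and 4 for Schwann cells and 3 and 5 for skeletal muscle, and stayed as given for the other lists. With arrays centred on ribosomal protein genes, members were 4 higher and 12 lower for the sarcomere, 7 and 5 for atrial identity, 3 and 6 for hypoxia, 3 and 8 for apoptosis, 1 and 5 for interferon and 1 and 8 for chaperones. Autophagy and lysosome turned to 2 and 6, and its median from 0.144 to −0.043. The medians of atrial identity (0.064 to −0.123) and glycogen (0.09 to −0.097) changed sign as well. The mitochondrial ribosome had 3 and 27, mitochondrial import 2 and 10, ketone body use 0 and 2, the creatine shuttle 2 and 8, glycogen 3 and 4, adrenergic signalling 2 and 8, the clock 0 and 9, immediate early genes 5 and 3 and heat shock genes 0 and 3. Smooth muscle had 4 and 9, neutrophils 0 and 3, T and B cells 0 and 6, erythroid cells 0 and 2, adipocytes 0 and 4, epicardium 1 and 1, Schwann cells 2 and 5, the conduction system 0 and 6, skeletal muscle 0 and 6 and sex-linked genes 0 and 3. This centring called 1438 of all 18193 genes higher and 8174 lower. It cut the lists enriched by Fisher's exact test from 24 to 8. Little excess of called genes then remained in the sarcomere and adrenergic signalling lists.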
